# Inhibition of histone H3K79 methylation selectively inhibits proliferation, self-renewal and metastatic potential of breast cancer

**DOI:** 10.18632/oncotarget.2496

**Published:** 2014-11-10

**Authors:** Li Zhang, Lisheng Deng, Fengju Chen, Yuan Yao, Bulan Wu, Liping Wei, Qianxing Mo, Yongcheng Song

**Keywords:** DOT1L, histone methylation, inhibitor, breast cancer, cancer stem cell

## Abstract

Histone lysine methylation regulates gene expression and cancer initiation. Bioinformatics analysis suggested that DOT1L, a histone H3-lysine79 (H3K79) methyltransferase, plays a potentially important role in breast cancer. DOT1L inhibition selectively inhibited proliferation, self-renewal, metastatic potential of breast cancer cells and induced cell differentiation. In addition, inhibitors of S-adenosylhomocysteine hydrolase (SAHH), such as neplanocin and 3-deazaneplanocin, also inhibited both H3K79 methylation and proliferation of breast cancer cells in vitro and in vivo. The activity of SAHH inhibitors was previously attributed to inhibition of H3K27 methyltransferase EZH2. However, inhibition of EZH2 by a specific inhibitor did not contribute to cell death. SAHH inhibitors had only weak activity against H3K27 methylation and their activity is therefore mainly due to DOT1L/H3K79 methylation inhibition. Overall, we showed that DOT1L is a potential drug target for breast cancer.

## INTRODUCTION

Post-translational modifications such as methylation of histone lysine side chains play important roles in gene regulation and dysfunction of histone methylation often leads to diseases such as cancer [1–4]. Histone H3-lysine79 (H3K79) methylation has been recently found to be a marker for active gene transcription from yeast to mammals [5–7]. DOT1L (disruptor of telomeric silencing 1 like), a human homolog of DOT1 in yeast, is the only histone methyltransferase that produces methylated H3K79 (H3K79me_x_, x = 1, 2 or 3) (7, 8). Given the crucial roles of H3K79 methylation in transcriptional elongation, DOT1L's function is tightly regulated: DOT1L has been found to be assembled as a member of several large transcription protein complexes containing transcription factors AF4, AF9, AF10 and ENL [9–13], which might control the location and extent of H3K79 methylation across the human genome.

DOT1L is a drug target for mixed lineage leukemia (MLL) gene rearranged leukemia [14–16]. The onco-MLL loses its C-terminal segment and is fused with a partner protein, e.g., AF4, AF9, AF10 or ENL, which can recruit DOT1L, causing abnormal H3K79 methylation. This leads to overexpression of a number of MLL target genes (e.g., HoxA9 and Meis1) and eventually the initiation of leukemia. EPZ004777 (**1**, developed by Epizyme, Inc.) [16] and SYC-522 (**2**, by us) [17] shown in Figure 1a were recently reported to potently inhibit DOT1L (*K*_i_: 0.3 and 0.5 nM, respectively), with >1,000-fold selectivity over other HMTs. These DOT1L inhibitors also exhibit selective activity against MLL-rearranged leukemia [16–18].

**Figure 1:**
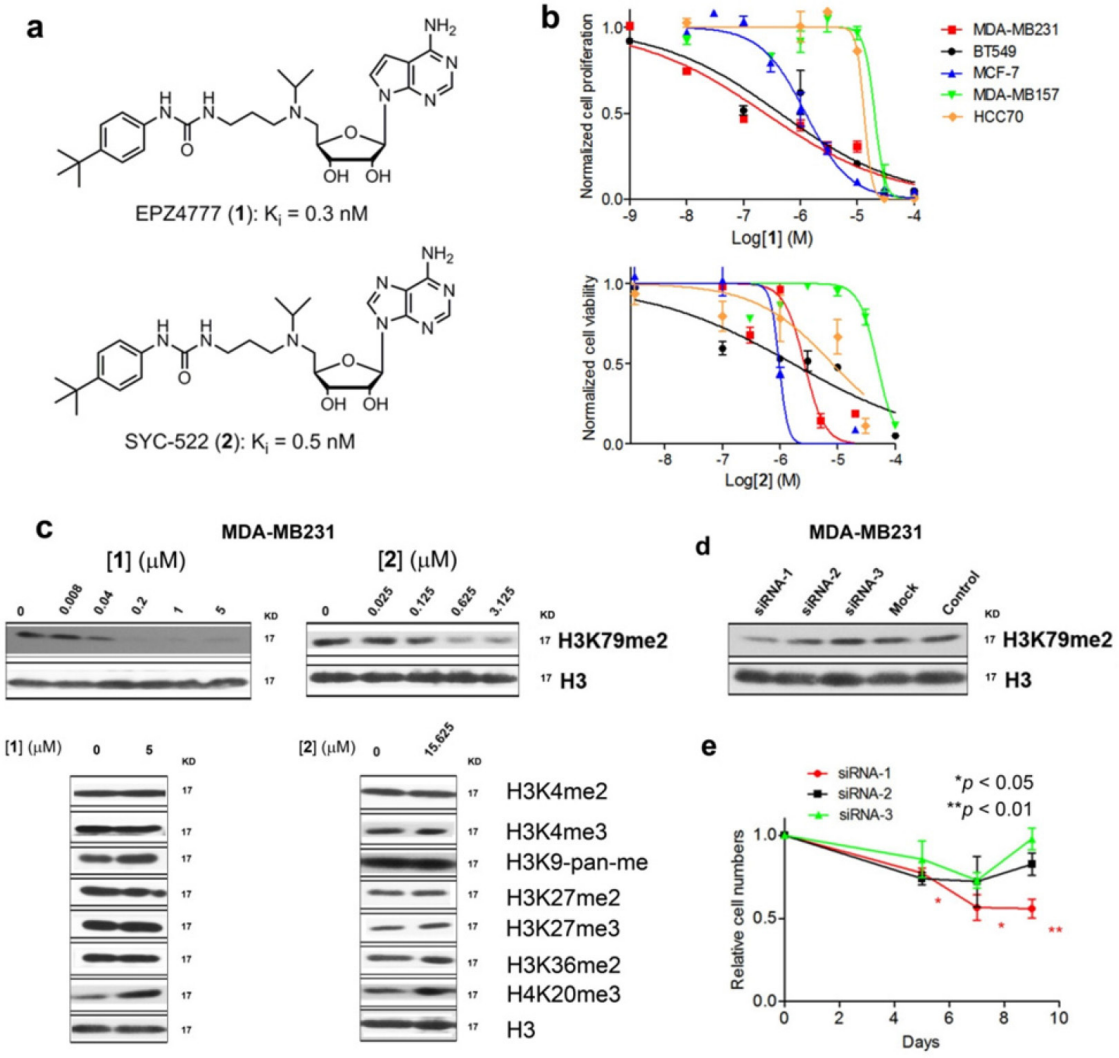
DOT1L inhibitors inhibited H3K79 methylation and proliferation of certain breast cancer cells (**a**) Structures of compounds **1** and **2**; (**b**) Dose response curves of compounds **1** (above) and **2** against five breast cancer cell lines, from which EC_50_ values were calculated; (**c**) Western blot results showing that compounds **1** and **2** only inhibited H3K79 methylation in MDA-MB231; (**d, e**) siRNA-1 significantly reduced H3K79 methylation in MDA-MB231. It also significantly inhibited cell proliferation. siRNA-2 and -3 had considerably weaker inhibition of H3K79 methylation and did not significantly affect the growth of MDA-MB231. (Statistical analysis by Student's *t* test: *p < 0.05, **p < 0.01)

Despite the crucial roles of H3K79 methylation in gene regulation, few publications have linked DOT1L to other diseases to date [19]. A recent paper describes small interfering RNA (siRNA) mediated DOT1L knockdown inhibited proliferation of lung cancer cell lines, such as A549 [20]. However, we found that DOT1L inhibitors **1** and **2** had negligible activity against A549 cells (described below). Here, we report that DOT1L is a novel drug target for breast cancer. DOT1L/H3K79 methylation inhibition selectively inhibited proliferation, induced differentiation, and reduced cell migration and invasiveness of breast cancer cells with a relatively high DOT1L.

## RESULTS

### DOT1L was suggested to link to breast cancer

Exploring a breast cancer genomic database (https://genome-cancer.ucsc.edu/) covering >1,000 patient samples including 100 normal breast tissues [21], we found higher expression of DOT1L is significantly correlated with breast cancer (*p* < 0.001) as compared to normal breast tissues (Supplementary Fig. 1). Moreover, higher DOT1L levels in ~50% breast cancers correlate with overexpression of ~20 pro-proliferation genes in the left-panel of the PAM50 gene set (*p* < 0.001) (Supplementary Fig. 2). Overexpression of these genes links to high proliferation and poor prognosis of breast cancer [22]. These results suggested that the function(s) of DOT1L could be important to breast cancer.

Analysis also showed DOT1L expression levels are significantly correlated with estrogen receptor negative (ER^−^) breast cancers (Supplementary Fig. 3A), although a smaller proportion of ER^+^ breast cancers still express relatively high levels of DOT1L. In addition, DOT1L is not significantly correlated with expression of human epithelial growth factor receptor 2 (HER2) (Supplementary Fig. 3B), a biomarker for another clinically important subtype of breast cancer.

### DOT1L inhibition selectively inhibited proliferation of DOT1L^+^ breast cancer cells

We tested the activity of DOT1L specific inhibitors **1** and **2** against a panel of five breast cancer cell lines. Also included in the study were lung cancer A549 and non-MLL leukemia NB4 cells. Both compounds exhibited no or negligible activity (EC_50_ ≥ 15 μM) against all of these cells during a 3-day treatment (Table 1), showing they do not have non-specific cytotoxicity. For a 15-day treatment, these two inhibitors had strong activity against proliferation of MDA-MB231, BT549 (both showing ER^−^) and MCF-7 (ER^+^) breast cancer cells expressing relatively high levels of DOT1L (Table 1) [21], with EC_50_ values of 0.19 – 1.4 μM (Fig. 1b). The slow anti-proliferation activity for the DOT1L inhibitors was also observed in previous studies against MLL leukemia [16, 17]. Compounds **1** and **2** exhibited only weak activity (EC_50_: 12 – >50 μM) against breast cancer cells MDA-MB157 and HCC70 with low DOT1L expression levels as well as non-breast cancer cells A549 and NB4.

**Table 1:** Anti-proliferative activity (μM) of DOT1L inhibitors.^a^

	DOT1L level^b^	1 (EPZ004777)		2 (SYC-522)	
		3-day	15-day	3-day	15-day
MDA-MB231	0.39	45	0.19	>50	1.3
BT549	0.32	29	0.71	>50	1.4
MCF-7	0.12	15	0.95	41	0.91
MDA-MB157	−0.36	>50	27	>50	44
HCC70	−0.44	20	12	>50	18
A549	N.D.^c^	19	20	>50	>50
NB4	N.D.^c^	21	22	>50	>50

a EC_50_ values are the mean values from at least three independent experiments.

b DOT1L expression data are from the UCSC database (Zhu, et al., 2009).

c N.D., not determined.

To see if DOT1L inhibition is responsible for the anti-proliferation activity, compounds **1** and **2** were found to only inhibit H3K79 methylation in MDA-MB231 cells with IC_50_ values of ~50 and 100 nM, respectively (Fig. 1c). Next, three siRNAs targeting DOT1L were used to treat MDA-MB231 cells. siRNA-1 significantly reduced H3K79 methylation and also slowed down cell proliferation (Fig. 1d/e). Two other siRNAs as well as a negative control siRNA that did not significantly decreased H3K79 methylation levels had insignificant activity. To exclude possible off-target effects, one additional siRNA was found to be able to reduce H3K79 methylation as well as cell proliferation (Supplementary Fig. 4a/b) during the revision of the manuscript. Similar activities were observed for ER^+^ MCF-7 cells (Supplementary Fig. 4c-e). Treatment of MCF-7 cells with compound **1** resulted in considerably reduced H3K79 methylation in a dose-dependent manner. DOT1L knockdown by three siRNAs also led to decreased H3K79 methylation as well as inhibited cell proliferation. Overall, these observations showed that H3K79 methylation is important for DOT1L^+^ breast cancer (regardless of ER status) and DOT1L inhibition selectively inhibits proliferation of these cells.

### DOT1L inhibition reduced self-renewal and promoted differentiation

Treatment of MDA-MB231 cells with compound **2** at 2 μM caused a negligible amount of apoptosis. At a higher concentration of 10 μM, it induced a modest apoptotic rate of ~8%, which is consistent with the result of cell cycle assay showing a moderately increased pre-G phase cell population (Supplementary Fig. 5a/b). These results suggested that the DOT1L inhibitors inhibit cell proliferation with a different mechanism from cytotoxic chemotherapeutics. We next tested whether these compounds have activity against cancer stem cells (CSCs), which are a small fraction of cancer cells that have certain stem cell traits (e.g., self-renewal and ability to differentiate) and can initiate new tumors when transplanted to a new host. CSCs have been known to be resistant to cytotoxic drugs that target rapidly dividing cancer cells and therefore believed to be responsible for drug resistance and tumor recurrence. Due to heterogeneity of breast cancers, there have been debates on what cell markers characterize breast CSCs [23, 24]. Nevertheless, many studies showed that breast CSCs are enriched in the CD44^+^/CD24^−/low^ subpopulation [25] as well as that with a high expression of aldehyde dehydrogenase (ALDH^+^) [26], which plays an important role in maintaining stem/progenitor cells. Upon treatment of MDA-MB231 cells with **1** and **2**, fluorescence-activated cell sorting (FACS) analysis showed that considerably more cells expressed higher levels of CD24 (Fig. 2a), a cell surface protein characteristic to breast luminal epithelial cells [27], showing these compounds can induce differentiation of CSC-like cells in mesenchymal MDA-MB231 cells. The CD44^+^/CD24^−^ cell population was significantly decreased (Fig. 2b and Supplementary Fig. 5c). ALDEFLUOR experiments (Fig. 2c and Supplementary Fig. 5d/e) showed that treatment with compounds **1** and **2** considerably reduced the ALDH^+^ cell population. These results suggested that these compounds can reduce the number of CSC-like cells by inducing cell differentiation. Moreover, compounds **1** and **2** can inhibit the ability of MDA-MB231 to form secondary mammospheres, a method to characterize the number of CSC-like cells in breast cancer cells [28], by 30 - >60% in a dose dependent manner (Fig. 2d). All these results supported that DOT1L inhibition induced differentiation, impaired self-renewal ability, and reduced the number of CSC-like cells.

**Figure 2:**
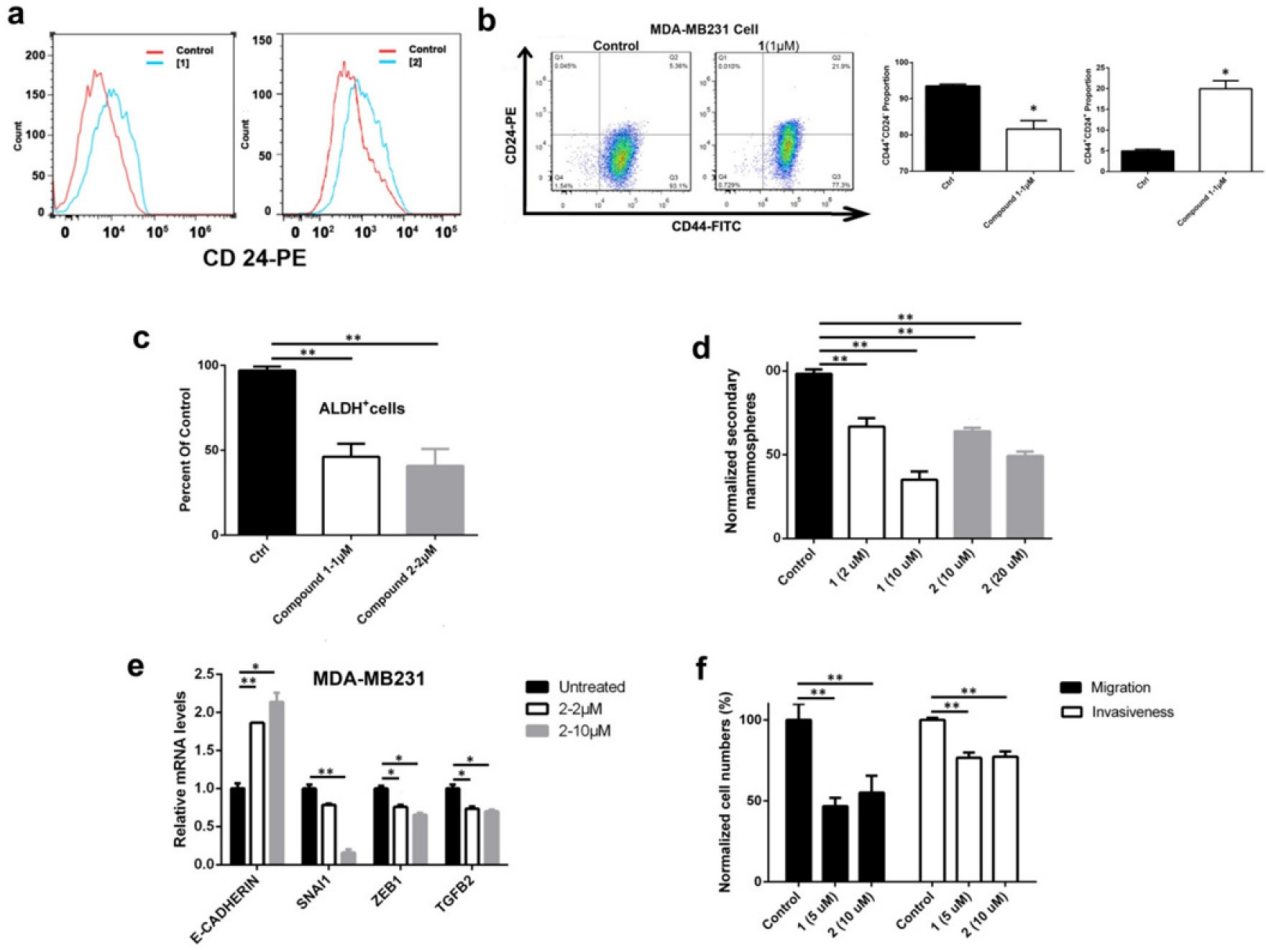
DOT1L inhibition induced cell differentiation, inhibited stem-like cells and cell migration/invasion, and corrected dysregulated gene expression of MDA-MB231 cells (**a**) Treatment with **1** and **2** caused an increased cell population expressing high levels of CD24, a protein characteristic to breast luminal cells, showing DOT1L inhibition induced cell differentiation; (**b**-**d**) Treatment with DOT1L inhibitors significantly (**b**) decreased the CD44^+^/CD24^−^ and increased the CD44^+^/CD24^+^ cell population; (**c**) reduced ALDH^+^ cell population, and (**d**) decreased the number of secondary mammospheres, suggesting that DOT1L inhibition impaired breast CSC-like cells; (**e**) qPCR experiments showed that DOT1L inhibition caused upregulation of E-cadherin as well as downregulation of Snail1, Zeb1 and TGF-β, indicating inhibited EMT; (**f**) Treatment with **1** and **2** reduced abilities of cell migration and invasion in Transwell microplates with 8 μm pores coated with Matrigel. (Statistical analysis by Student's *t* test: *p < 0.05, **p < 0.01)

### DOT1L inhibition impaired EMT and metastatic potential

In addition to rendering drug resistance, CSC is closely linked to epithelial mesenchymal transition (EMT) and metastasis [29, 30]. EMT, characterized by high expression of TGF-β, Snail, Zeb genes as well as low expression of cell-cell adhesion genes such as E-cadherin, is important for cancer cells to be migratory, invasive and generate metastasis. Using quantitative PCR (qPCR), incubation of MDA-MB231 cells with compound **2** can significantly reduce gene expression of TGF-β, Snail and Zeb, as well as increase that of E-cadherin in a dose-dependent manner (Fig. 2e), showing the ability of the DOT1L inhibitor to inhibit EMT. Impaired EMT by DOT1L inhibition was also demonstrated by in vitro cell migration and invasion assays. DOT1L inhibitors **1** and **2** can inhibit cell migration as well as Matrigel invasion of MDA-MB231 by ~50% and 25% (Fig. 2f), respectively, indicating the potential of these compounds to inhibit tumor metastasis.

### Microarray studies of DOT1L inhibition

Given that H3K79 methylation is a master regulator for gene transcription, a whole-genome profiling was performed to determine how DOT1L inhibition changes gene expression, in order to find the mechanism by which these compounds reduce proliferation of breast cancer cells. RNA was isolated from MDA-MB231 cells treated with siRNA-1 and compounds **1** and **2**, amplified, and hybridized to Illumina HT-12 microarrays. 

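The array held 1 probe for DOT1L, the H3K79 methyltransferase that siRNA-1 targets. Its signal was 24.6 and 22.6 on the 2 control arrays and 26.5 and 18.3 on the 2 siRNA-1 arrays, and none of these 4 values was detected over background. The log2 fold change of DOT1L with siRNA-1 was -0.01 (SE 0.15, limma adjusted p = 0.978), so these arrays left the degree of silencing unmeasured. With compound 1 the DOT1L signal was 33.5 and 34.9 at 5 μM and 31.0 and 32.5 at 1 μM; with compound 2 it was 19.1 and 15.3 at 10 μM and 14.7 and 45.7 at 2 μM. The genes of the DOT1L complex and its partners (12 of 15 tested) did not change. Their mean log2 fold changes were -0.06, 0.02, 0.00, 0.00 and -0.11 with compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1. The HOX and MEIS genes, through which DOT1L acts in MLL-rearranged leukemia, were mostly silent: 9 of 30 were tested, with means of -0.03, -0.03, -0.04, -0.06 and -0.06 in the same order. None changed in any comparison. The medians of the HOX and MEIS list were 0.01 and 0.04 at the lower doses and that of the DOT1L complex -0.03 with compound 2 at 10 μM, opposite in sign to the means.

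The 12 arrays held 6 groups of n = 2: control (0.1% DMSO), each compound at 2 concentrations, and siRNA-1. The sample labels call the 2 arrays of a group biological replicates, and p-values below measure the spread between such arrays only. The labels give 14 days for the control and the compounds and 7 days at 10 nM for siRNA-1. Contrasts of siRNA-1 with the control or with a compound therefore also hold the difference in time and in transfection. Signals were corrected for background, log2-transformed and centred on the median of the 11,807 probes detected on every array. Moderated t-statistics (limma) were computed for 17,910 probes detected in at least 1 group, 13,790 of them with a gene symbol, for 10,773 genes, and a change was called at a Benjamini-Hochberg adjusted p below 0.05. Genes said not to change, above and below, are those without such a call, and absence of change was not tested. Fold changes are log2 with standard error (SE), and the median 95% interval reached 0.34 to either side. Centring on the median of all probes, which is how the paper words its normalization, raised the median fold change by 0.11, 0.05, 0.12, 0.12 and 0.04 in the order given above. Gene lists were tested with camera at a preset correlation between genes of 0.01 and again with the estimated correlation, and p was adjusted over the 28 lists of a comparison. With the estimated correlation only the interferon and the amino acid response lists passed against the control, both with siRNA-1 (adjusted p = 0.0376 and 0.0376).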

The data were log2-transformed and normalized to have the same median value for all arrays. 

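At 5 μM compound 1 raised CEMIP, which codes for an enzyme that degrades hyaluronan, by 2.41 (SE 0.17, adjusted p = 8.08e-05). At 10 μM compound 2 raised it by 2.61 (SE 0.17, adjusted p = 0.00011), each in n = 2 arrays per group by limma. The cholesterol exporter gene ABCA1 rose by 2.18 (SE 0.31, adjusted p = 0.00434) and 2.57 (SE 0.31, adjusted p = 0.00172). CST1, which codes for a cystatin that blocks cysteine proteases, rose by 2.29 (SE 0.30, adjusted p = 0.00255) and 2.38 (SE 0.30, adjusted p = 0.0021). Compound 1 at 5 μM also raised MMP1, the gene of an interstitial collagenase (2.52, SE 0.30, adjusted p = 0.0013). It raised DEFB103A, the gene of an antimicrobial peptide (2.41, SE 0.26, adjusted p = 0.000789), and CD14, the gene of a lipopolysaccharide co-receptor (2.04, SE 0.13, adjusted p = 6.5e-05). The cytokine gene IL11 fell by 1.45 with compound 1 and by 1.22 with compound 2 (adjusted p = 0.000155 and 0.000652). siRNA-1 raised CEMIP by 3.79 (SE 0.17, adjusted p = 3.37e-07) and NOX5, the gene of a calcium-dependent NADPH oxidase, by 2.68 (SE 0.18, adjusted p = 7.82e-06). Its largest falls were in PHGDH, which codes for the first enzyme of serine synthesis (-4.36, SE 0.17, adjusted p = 1.1e-07), and CLDN1, which codes for a tight-junction protein (-3.55, SE 0.14, adjusted p = 1.24e-07). The metastasis suppressor gene KISS1 came next (-3.48, SE 0.13, adjusted p = 1.1e-07).

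At an adjusted p below 0.05, 388 probes changed with compound 1 at 5 μM (282 higher, 106 lower) and 566 with compound 2 at 10 μM (402 higher, 164 lower). At the lower doses the counts were 941 with compound 1 at 1 μM (520 higher, 421 lower) and 649 with compound 2 at 2 μM (397 higher, 252 lower), and siRNA-1 changed 1831 (888 higher, 943 lower). The thresholds that the paper states, p below 0.05 and a fold change above 4, were passed by 7, 5, 5, 3 and 46 probes in that order. All those of the compounds were higher, and siRNA-1 had 15 higher and 31 lower. The 2 control arrays weighed on these counts. Without control replicate 1, 881, 1373, 1552 and 1494 probes changed with the 4 compound treatments and 12, 12, 11 and 11 passed the thresholds. Without control replicate 2, 93, 85, 86 and 60 changed and 4, 3, 2 and 2 passed, and siRNA-1 changed 1116. Leaving out the first or second treated array gave 129 or 154, 103 or 70, 94 or 120, 119 or 59 and 1042 or 782 changed. Past the thresholds were 7 or 8, 5 or 6, 7 or 3, 4 or 6 and 49 or 36. Under centring on all probes the changed probes split into 571 higher and 55 lower, 538 and 85, 946 and 133, 813 and 65, and 932 and 684. With the paper's wording taken literally (signals below 1 set to 1, no detection filter), 1169, 1090, 1132, 1066 and 1257 probes passed the thresholds and 112, 146, 87, 80 and 534 changed at the adjusted p.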

Moderate *t*-test was used to examine whether genes were differentially expressed between the controls and treatments, with the filter thresholds being *p-*values < 0.05 and fold changes >4. 

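Genes that moved with both compounds and with siRNA-1 included CEMIP, CST1 and IL11. IL11, a cytokine gene linked to breast cancer metastasis, fell by 2.15 with siRNA-1 (SE 0.12, limma adjusted p = 1.99e-06, n = 2 arrays per group), and CST1 rose by 2.90 (SE 0.30, adjusted p = 9.5e-05). The carbonic anhydrase gene CA12 rose by 1.17 (SE 0.15, adjusted p = 0.00223) with compound 2 at 10 μM and by 1.71 (SE 0.15, adjusted p = 2.88e-05) with siRNA-1. MUC1, the gene of a membrane mucin, rose by 1.24 (SE 0.18, adjusted p = 0.00441) with compound 1 at 5 μM and by 2.06 (SE 0.18, adjusted p = 2.69e-05) with siRNA-1. CCND2, which codes for cyclin D2, moved in opposite directions. It rose by 1.69 (SE 0.13, adjusted p = 0.000158) with compound 2 at 10 μM and fell by 2.67 with siRNA-1 (adjusted p = 4.39e-07).

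Of the probes past the stated thresholds, 2 were shared by siRNA-1 and compound 1 at 5 μM and 3 by siRNA-1 and compound 2 at 10 μM (1-sided Fisher exact p = 0.000134 and 1.58e-07). Without control replicate 1 both counts were 5, and without control replicate 2 both were 1. Without the second siRNA-1 array compound 2 shared 2 probes. At the adjusted p alone, siRNA-1 shared 253 probes with compound 1 and 268 with compound 2, where independence would give 39.7 and 57.9. Of these, 166 and 180 were higher in both, 63 and 62 lower in both, and 24 and 26 opposite. The 4 compound treatments and siRNA-1 had 141 changed probes in common, 114 of them higher and 18 lower in all 5, and 9 opposite between compounds and siRNA-1.

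Both sides of each overlap were compared with the same 2 control arrays. Over 17,910 probes the log2 fold changes of siRNA-1 correlated with those of compound 1 at r = 0.44 and of compound 2 at r = 0.40. Simulated groups without any change that shared their controls gave r = 0.50. With equal group sizes that value follows from sharing controls whatever the noise. Real changes raise the variances, so r cannot be judged against it. The covariance was 0.0510 and 0.0463, against 0.0149 in the simulated groups (highest of 100 draws, 0.0156). The simulation took the probes as independent and a spread pooled over all groups, not that of the 2 control arrays. It may thus understate the part of the shared controls. Averaged over both ways of giving each side a different control array, the covariance was 0.0309 and 0.0263. This average was chosen after the values had been seen. With each compound compared with control replicate 1 and siRNA-1 with control replicate 2, so that they had no control array in common, 76 and 67 probes were called in both at the adjusted p, against 7.55 and 6.90 under independence. The other way round 268 and 327 were called in both, against 54.9 and 85.6. The first way, 89.5% and 91.0% of the probes called in both moved in the same direction. The numbers higher and lower alone would give 71.1% and 78.6%. The other way round the shares were 73.5% and 66.7%, against 54.0% and 51.9%. From the highly similar changes in expression pattern, the paper concludes that the observed activities of the 2 compounds were mediated by DOT1L inhibition.

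**Figure D1:**
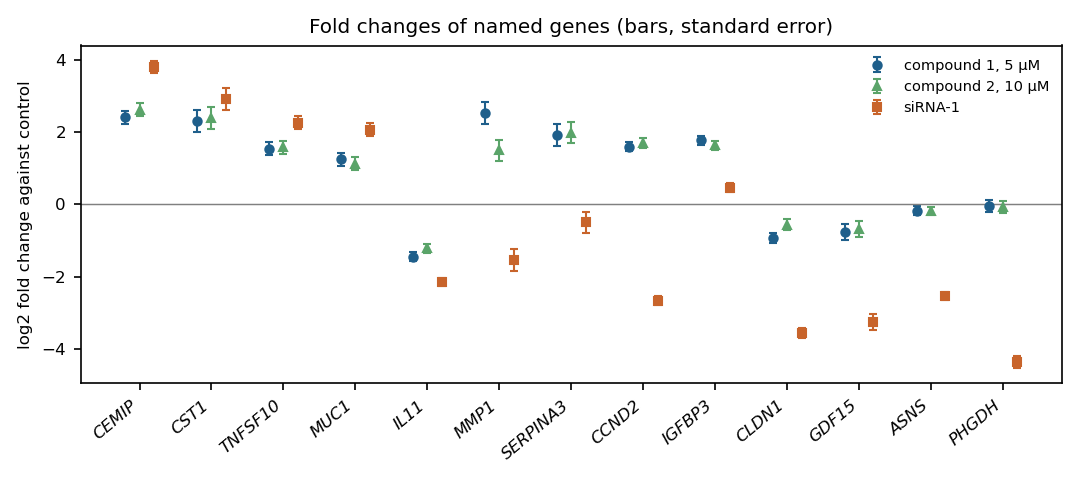
Log2 fold changes of named genes against the control with compound 1 at 5 μM, compound 2 at 10 μM and siRNA-1 (n = 2 arrays per group; bars, standard error).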

As compared to the control samples, treatments with compounds **1**, **2** and siRNA-1 were found to cause highly similar changes in gene expression pattern (Fig. 3a/b and Supplementary Fig. 6a/b) (*p* = 10^−14^ and 10^−16^), indicating that the observed activities of the two compounds were mediated by DOT1L inhibition. Gene set enrichment analysis (GSEA) showed that treatment with the DOT1L inhibitors caused significant up-regulation of the gene set whose expression is low in breast CSCs (31) (Fig. 3c and Supplementary Fig. 6c). These results were consistent with our experimental observations and supported that DOT1L inhibition impairs CSCs.

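The mesenchymal gene TGFBI, which codes for an extracellular matrix protein, rose by 1.18 (SE 0.13, adjusted p = 0.00104) with compound 1 at 5 μM and 1.20 (SE 0.13, adjusted p = 0.00135) with compound 2 at 10 μM (n = 2 arrays per group, limma). ACTA2, the gene of smooth muscle actin, rose by 1.01 (SE 0.12, adjusted p = 0.00181) and 1.00 (SE 0.12, adjusted p = 0.00198). MAL2, an apical transport gene of epithelial cells, rose by 1.81 (SE 0.14, adjusted p = 9.67e-05) and 1.65 (SE 0.14, adjusted p = 0.000225) with the same treatments and was 0.03 with siRNA-1 (adjusted p = 0.934). siRNA-1 raised the epithelial sodium channel gene SCNN1A by 2.12 (SE 0.19, adjusted p = 3.84e-05). It raised the mesenchymal genes CDH11, coding for a cadherin, and COL5A1, coding for a collagen, by 1.73 (SE 0.16, adjusted p = 4.79e-05) and 1.73 (SE 0.12, adjusted p = 7.82e-06).

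The paper reports up-regulation of a gene set that is low in breast CSCs and does not list the members of that set. The genes readable in the panels are leading-edge genes chosen on these same samples. Of 33 names read in Fig. 3c, 21 were tested: 16 were positive with compound 1 at 5 μM, of which 4 rose, and 11 were positive with siRNA-1, of which 1 rose. The epithelial list (19 of 37 tested) had mean log2 fold changes of 0.21, 0.28, 0.22, 0.11 and -0.02 with compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1. In it 1, 2, 2, 1 and 2 genes rose, 1, 1, 0, 2 and 3 fell and 17, 16, 17, 16 and 14 did not change. Adjusted over the list alone, 5, 5, 5, 3 and 3 rose and 1, 1, 2, 2 and 4 fell. Its adjusted p was 0.016, 0.00847, 0.0158, 0.129 and 0.898, and the lowest with the estimated correlation was 0.352. The epithelial mean of compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1 was 0.36 (adjusted p = 0.00106), 0.42 (adjusted p = 0.000748), 0.36 (adjusted p = 0.00153), 0.25 (adjusted p = 0.0162) and 0.12 (adjusted p = 0.438) without control replicate 1. The epithelial mean of compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM was 0.07 (adjusted p = 0.48), 0.13 (adjusted p = 0.299), 0.07 (adjusted p = 0.387) and -0.04 (adjusted p = 0.964) without control replicate 2. The epithelial mean of compound 2 at 10 μM was 0.23 (adjusted p = 0.0626) without its own replicate 1. The epithelial mean of siRNA-1 was 0.03 (adjusted p = 0.603) without its own replicate 2.

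The luminal list (10 of 17 tested) had means of 0.21, 0.31, 0.34, 0.33 and 0.76, with 2, 3, 3, 3 and 6 genes higher, 0, 0, 0, 0 and 1 lower and 8, 7, 7, 7 and 3 not changed. Adjusted over the list alone, 3, 4, 4, 4 and 6 were higher and 1, 2, 0, 1 and 1 lower. The adjusted p of the luminal list was 0.212, 0.0583, 0.0402, 0.0472 and 0.000226, and the lowest with the estimated correlation 0.147. The luminal mean of compound 2 at 10 μM was 0.42 (adjusted p = 0.038) without control replicate 1. The luminal mean of compound 1 at 1 μM and compound 2 at 2 μM was 0.23 (adjusted p = 0.0753) and 0.22 (adjusted p = 0.075) without control replicate 2. The luminal mean of compound 2 at 2 μM was 0.30 (adjusted p = 0.072) without its own replicate 1. The luminal mean of compound 1 at 1 μM was 0.32 (adjusted p = 0.0638) without its own replicate 1. The mesenchymal list (14 of 28 tested) had means of 0.55, 0.60, 0.62, 0.54 and 0.49. In it 7, 8, 8, 6 and 6 genes rose, 0, 0, 0, 0 and 3 fell and 7, 6, 6, 8 and 5 did not change. Adjusted over the list alone, the counts were 10, 11, 10, 10 and 6 higher and 1, 0, 1, 0 and 3 lower. The adjusted p of the mesenchymal list was 9.36e-09, 6.64e-09, 3.67e-08, 5.17e-08 and 0.00238, and the lowest with the estimated correlation 0.19.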

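CD24, the surface antigen whose low level marks breast CSCs, had log2 fold changes of 0.57, 0.59, 0.59 and 0.60 with compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM. These did not pass (SE 0.17, limma adjusted p = 0.101, 0.0807, 0.0659 and 0.0704, n = 2 arrays per group). With siRNA-1 CD24 rose by 0.93 (SE 0.17, adjusted p = 0.00435), a call that was lost without replicate 2 of siRNA-1 (0.75). Compared directly, after the values had been seen, siRNA-1 lay 0.36 and 0.34 above compound 1 at 5 μM and compound 2 at 10 μM in CD24 (adjusted p = 0.219 and 0.225). CD44, the adhesion receptor gene that is high in these cells, had 0.17, 0.30, 0.30 and 0.25 and -0.01 with siRNA-1, and its adjusted p was 0.446, 0.177, 0.155, 0.228 and 0.98. ALDH1A1, the gene of an aldehyde dehydrogenase used to mark CSCs, was not tested, since its probes were not detected in any group. ALDH3A1, another gene of that family, rose by 1.49 (SE 0.14, adjusted p = 0.00034) with compound 1 at 5 μM and by 1.64 (SE 0.14, adjusted p = 2.57e-05) with siRNA-1.

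In the list of stem cell associated genes (15 of 22 tested) the means were 0.34, 0.36, 0.30 and 0.28 with the compounds in the order above and 0.43 with siRNA-1. There 3, 3, 4, 2 and 5 genes rose, none fell and 12, 12, 11, 13 and 10 did not change. Adjusted over the list alone, 6, 8, 8, 7 and 6 rose and 0, 0, 1, 0 and 0 fell. The adjusted p was 0.00218, 0.00102, 0.00613, 0.00311 and 0.00794, and the lowest with the estimated correlation 0.19. The stem cell mean of compound 1 at 1 μM and compound 2 at 2 μM was 0.20 (adjusted p = 0.0199) and 0.18 (adjusted p = 0.014) without control replicate 2. ID1 and SOX4, which code for transcription regulators linked to self-renewal, rose by 1.54 (SE 0.17, adjusted p = 0.00016) and 1.41 (SE 0.19, adjusted p = 0.000555) with siRNA-1.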

**Figure 3:**
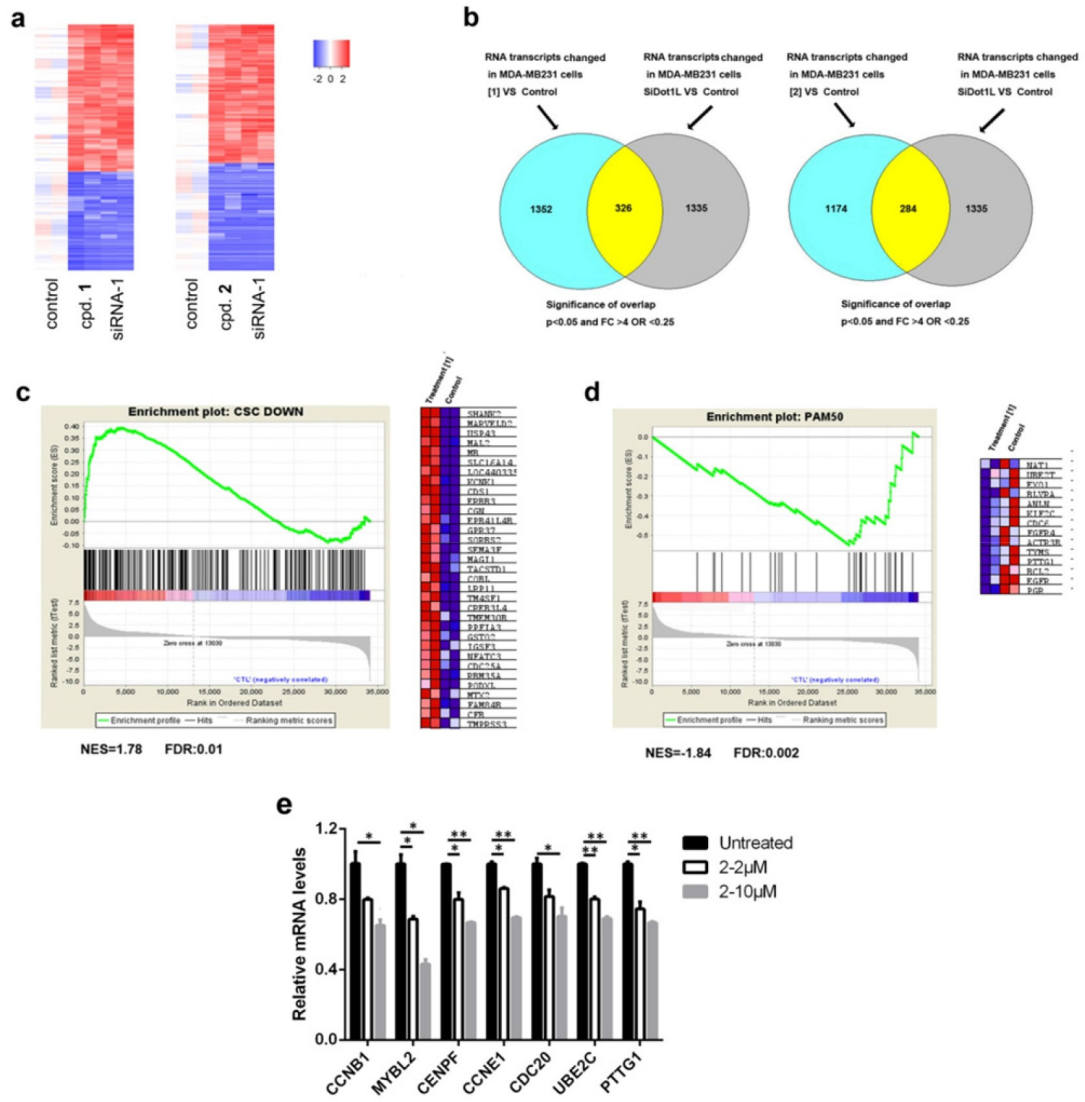
Microarray and qPCR results of DOT1L inhibition in MDA-MB231 cells (**a**) Heat maps of the overlapping upregulated and downregulated genes between samples treated with compounds **1** (5 μM) or **2** (10 μM) and those with siRNA-1 (duplicate samples, *p* < 0.05, fold change > 4); (**b**) Venn diagram showing numbers of significantly changed genes between samples treated with **1** or **2** and those with siRNA-1 (*p* = 1E-14 or 1E-16, respectively, one-sided Fisher's exact test); (**c**, **d**) Upon treatment with compound **1** (5 μM), GSEA plots showed (**c**) upregulation of the genes whose expression is low in breast CSCs and (**d**) downregulation of the pro-proliferation genes in the PAM50 gene set. The right panels in (**c**) and (**d**) are heat maps showing expression levels of selected genes in the leading edges of the GSEA plots; (**e**) qPCR experiments showed that DOT1L inhibition caused downregulation of pro-proliferation genes in breast cancer. (Statistical analysis by Student's *t* test: *p < 0.05, **p < 0.01)

In addition, as shown in Fig. 3d and Supplementary Fig. 6d, treatment with the DOT1L inhibitors led to significant down-regulation of the pro-proliferation genes in the PAM50 gene set, which were found to be overexpressed in breast cancer and link to aggressiveness and poor prognosis of breast cancer [22]. Among these, down-regulation of seven genes (*CCNB1, MYBL2, CENPF, CCNE1, CDC20, UBE2C* and *PTTG1*) was confirmed by qPCR (Fig. 3e). These results suggested that down-regulation of these pro-proliferation genes of breast cancer contributes to the anti-proliferation activity of the DOT1L inhibitors.

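CDC20 and UBE2C, which drive exit from mitosis through the anaphase-promoting complex, did not pass with either compound (n = 2 arrays per group). In the order compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM, the log2 fold changes of CDC20 were -0.04, -0.21, -0.39 and -0.42 (SE 0.13, limma adjusted p = 0.893, 0.378, 0.0935 and 0.0846). Those of UBE2C were -0.15, -0.23, -0.28 and -0.27 (SE 0.12, adjusted p = 0.503, 0.286, 0.17 and 0.19). CCNB1, the gene of cyclin B1, had 0.18, -0.08, 0.10 and 0.14 (adjusted p = 0.578, 0.836, 0.741 and 0.651). CENPF, the gene of a kinetochore protein, had -0.12, -0.05, 0.02 and -0.02 (adjusted p = 0.763, 0.909, 0.958 and 0.954). PTTG1, the securin gene, had -0.18, -0.35, -0.21 and -0.29 (adjusted p = 0.389, 0.102, 0.279 and 0.154). CCNE1, the cyclin E1 gene, had -0.13, -0.34, -0.30 and -0.35 (adjusted p = 0.682, 0.269, 0.282 and 0.215). MYBL2 was not detected in any group and not tested.

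As a group the PAM50 proliferation genes (20 of 21 tested) were -0.10, -0.20, -0.21 and -0.23 log2 with the compounds in that order, and 0.16 with siRNA-1. In this list 0, 0, 0, 0 and 1 genes rose, 0, 0, 1, 0 and 0 fell and 20, 20, 19, 20 and 19 did not change in the 5 comparisons. Adjusted over the list alone, none rose and 0, 0, 3, 4 and 0 fell. The call with siRNA-1 was CCNE1 (0.58, SE 0.16, adjusted p = 0.0403). It was lost without control replicate 1 (0.38) and without replicate 1 or 2 of siRNA-1 (0.47 and 0.70). The call with compound 1 at 1 μM was CDC6, a replication licensing gene (-0.61, SE 0.15, adjusted p = 0.0371). It was lost without control replicate 2 (-0.42) and without replicate 1 or 2 of its own group (-0.65 and -0.57). The adjusted p was 0.279, 0.00713, 0.0139, 0.00683 and 0.0626, and the lowest with the estimated correlation 0.33. The list mean was 9.81 and 10.01 on the control arrays, 9.81 and 9.81 with compound 1 at 5 μM, and 9.71 and 9.71 with compound 2 at 10 μM. It was 9.75 and 9.65 with compound 1 at 1 μM, 9.67 and 9.70 with compound 2 at 2 μM, and 10.09 and 10.05 with siRNA-1. The difference of compound 1 at 5 μM from the control therefore depended on control replicate 2. Without that array its mean was 0.0018. With the other compound treatments both arrays lay below both control arrays, and the size and the call of the difference depended on control replicate 2. The proliferation mean of compound 1 at 5 μM was -0.20 (adjusted p = 0.0278) without control replicate 1. The proliferation mean of compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1 was -0.10 (adjusted p = 0.261), -0.11 (adjusted p = 0.25), -0.13 (adjusted p = 0.171) and 0.26 (adjusted p = 0.00245) without control replicate 2. The proliferation mean of compound 2 at 2 μM was -0.22 (adjusted p = 0.104) without its own replicate 1. The proliferation mean of compound 1 at 1 μM was -0.16 (adjusted p = 0.116) without its own replicate 2.

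All 50 PAM50 genes together (34 tested) had means of -0.06, -0.08, -0.08, -0.11 and -0.08, with 0, 0, 1, 0 and 3 higher and 0, 0, 1, 0 and 4 lower (adjusted over the list alone, 0, 0, 1, 0 and 3 and 0, 0, 1, 0 and 5). With siRNA-1 the median of these genes was 0.13, opposite in sign to the mean. Their adjusted p was 0.457, 0.166, 0.282, 0.129 and 0.616, and the lowest with the estimated correlation 0.33. Of the 14 names read in Fig. 3d, which were chosen on these samples and are no independent evidence, 11 were tested. All 11 were negative with compound 1 at 5 μM, mean -0.24, and 0 passed by limma, while with siRNA-1 7 were positive and 2 fell. The list of the 7 genes that the paper measured by qPCR (6 tested) had means of -0.07, -0.21, -0.17, -0.20 and 0.16. Its adjusted p was 0.645, 0.0705, 0.154, 0.126 and 0.294, and the lowest with the estimated correlation 0.352. The qPCR gene mean of compound 2 at 10 μM was -0.30 (adjusted p = 0.038) without control replicate 1.

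**Figure D2:**
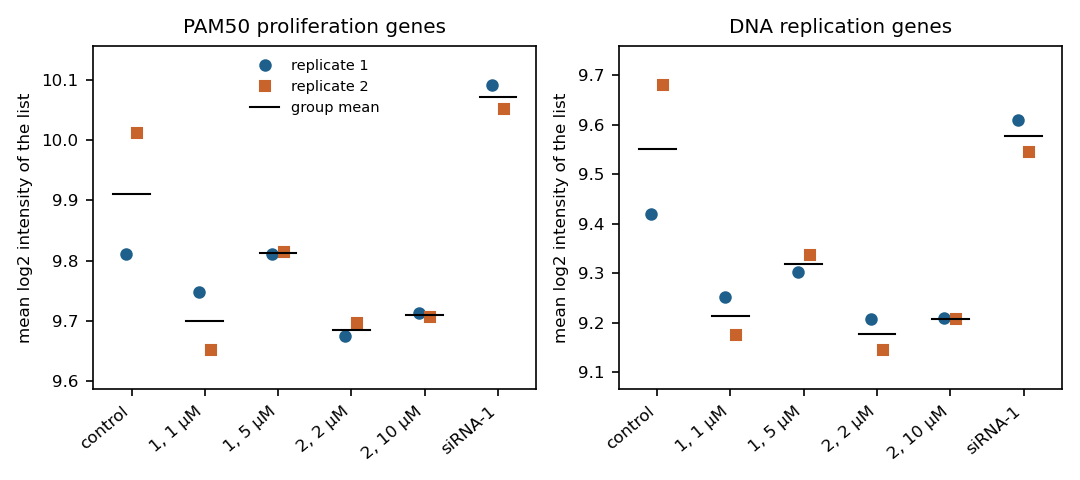
Mean log2 intensity of the PAM50 proliferation genes and of the DNA replication genes on each array (n = 2 arrays per group; line, group mean).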

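DNA replication genes, which build and fire replication origins and copy DNA in S phase, had negative means with both compounds and passed camera at the preset correlation but not at the estimated one. The mean log2 fold change of the 33 tested genes (of 35) was -0.23, -0.34, -0.34 and -0.37 with compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM, and 0.03 with siRNA-1 (n = 2 arrays per group). In the 5 comparisons 0, 0, 3, 2 and 0 genes fell, none rose and 33, 33, 30, 31 and 33 were not called. Adjusted over the list alone 0, 14, 13, 17 and 0 fell. The adjusted p was 0.000379, 3.12e-08, 1.33e-06, 5.17e-08 and 0.653, and the lowest with the estimated correlation 0.33. Mitosis genes, which build the spindle and part the chromosomes (35 of 35 tested), had means of -0.12, -0.20, -0.19, -0.21 and 0.07. In the 5 comparisons there were 0, 0, 0, 1 and 0 lower, none higher and 35, 35, 35, 34 and 35 not changed, and 0, 0, 0, 6 and 0 lower adjusted over the list alone. Their adjusted p was 0.0509, 0.000501, 0.00233, 0.000616 and 0.294, and the lowest with the estimated correlation 0.352. The replication-dependent histone genes, which are transcribed in S phase (10 of 23 tested), had means of 0.12, 0.03, -0.05, -0.06 and 0.02 (adjusted p = 0.279, 0.915, 0.815, 0.818 and 0.69).

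The DNA replication mean of compound 1 at 5 μM and siRNA-1 was -0.36 (adjusted p = 5.24e-07) and -0.10 (adjusted p = 0.208) without control replicate 1. The DNA replication mean of compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1 was -0.10 (adjusted p = 0.441), -0.21 (adjusted p = 0.000953), -0.21 (adjusted p = 0.00678), -0.24 (adjusted p = 0.000371) and 0.16 (adjusted p = 0.0153) without control replicate 2. The DNA replication mean of siRNA-1 was -0.01 (adjusted p = 0.883) without its own replicate 1. The mitosis mean of compound 1 at 5 μM and siRNA-1 was -0.19 and -0.0039 without control replicate 1. The mitosis mean of compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1 was -0.12 (adjusted p = 0.06), -0.11 (adjusted p = 0.135), -0.13 (adjusted p = 0.0584) and 0.15 (adjusted p = 0.0213) without control replicate 2. The mitosis mean of compound 2 at 2 μM was -0.15 (adjusted p = 0.104) without its own replicate 1. The mitosis mean of compound 1 at 1 μM was -0.10 (adjusted p = 0.116) without its own replicate 2. The mitosis mean of compound 1 at 5 μM was -0.14 (adjusted p = 0.0188) without its own replicate 1. The p53 targets (16 of 21 tested), which halt the cycle or start apoptosis, had means of 0.01, 0.00, -0.06, -0.06 and -0.10 (adjusted p = 0.716, 0.94, 0.625, 0.818 and 0.692; medians of -0.09 and 0.03, of the other sign, with compound 1 at 5 μM and siRNA-1).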

### SAHH inhibitors selectively inhibited DOT1L/H3K79 methylation

We found that inhibition of S-adenosyl-homocycteine (SAH) hydrolase (SAHH) by neplanocin A (**3**) and its analog 3-deazaneplanocin A (**4**) (Fig. 4a) [32, 33] is an alternative approach to selective DOT1L inhibition. As illustrated in Supplementary Figure 7, DOT1L as well as all other histone/protein methyltransferases use S-adenosyl-methionine (SAM) as the enzyme cofactor and generate SAH upon completion of the methylation reaction. SAH is a strong, endogenous inhibitor of DOT1L with a *K*_i_ value of 160 nM [34, 35]. However, the inhibitory activity of SAH is considerably weaker against other lysine methyltransferases (*K*_i_ > 1 μM) [35]. To maintain cellular methylation, SAH is rapidly hydrolyzed by SAHH, which keeps a high cellular SAM:SAH ratio of ~40:1 [36]. Compound **3** (as well as **4**) potently inhibited SAHH with a *K*_i_ of 8.4 nM and caused a decreased SAM:SAH ration of up to 1:1.5 [32], which could effectively inhibit DOT1L (as well as other methyltransferases to a lesser extent). Compounds **3** and **4** were found to potently and selectively inhibit H3K79 methylation with IC_50_ values of ~50 nM (Fig. 4b). However, at concentrations of <1 μM, no or negligible inhibitory activities of **3** and **4** were observed against methylation at H3K4, H3K9, H3K27, H3K36 and H4K20 (Fig. 4b). Particularly, SAH was reported to be considerably less active against H3K27 methyltransferase EZH2 with a *K*_i_ of 7.5 μM [35]. Consistently with the biochemical data, the activities of compounds **3** and **4** against H3K27 methylation were found to be weak with IC_50_s of >6 μM (Fig. 4b).

**Figure 4:**
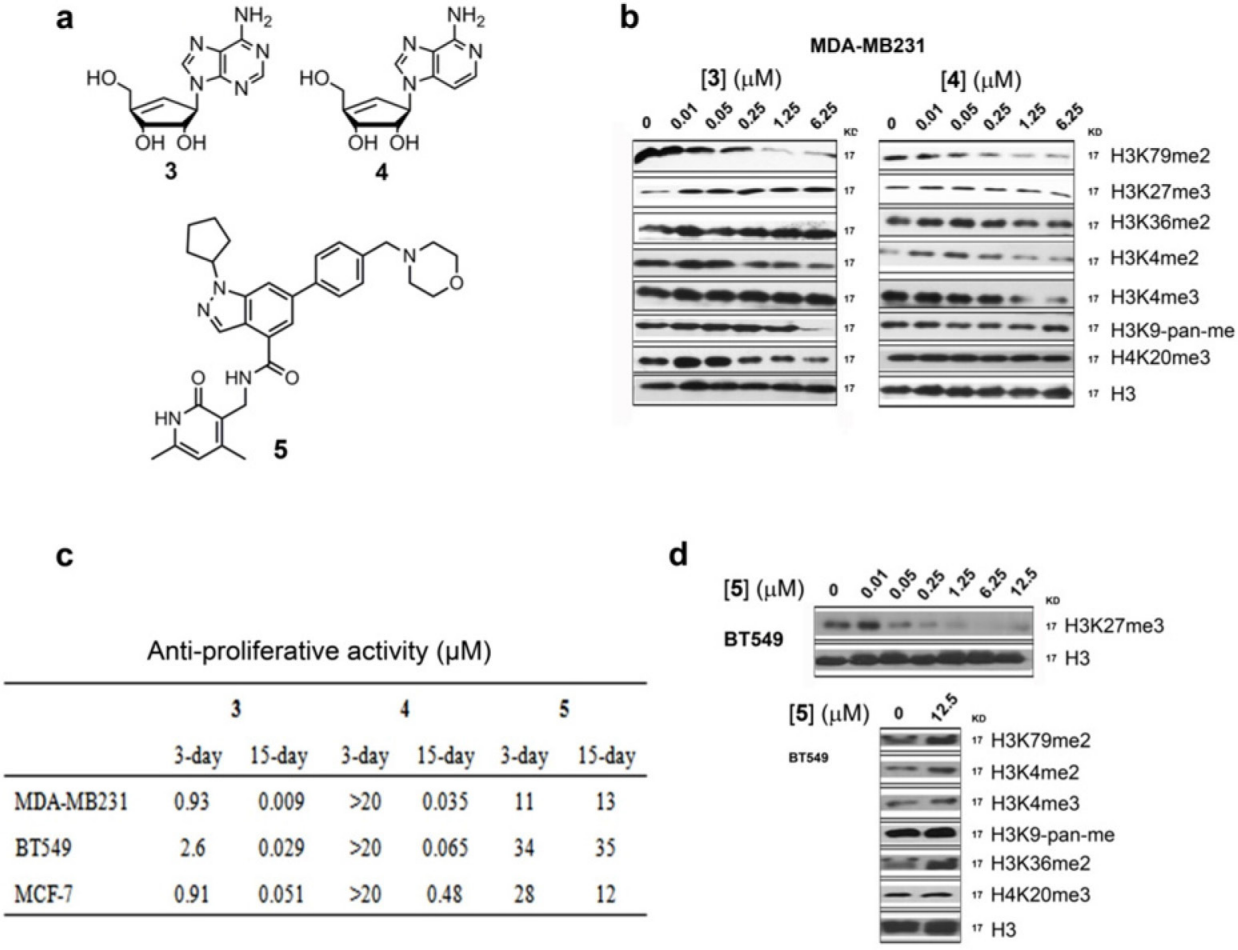
Activity of SAHH inhibitors **3** and **4** and EZH2 inhibitor **5** (**a**) Structures of compounds **3** – **5**; (**b**) Western blot results showed that compounds **3** and **4** selectively inhibited H3K79 methylation in MDA-MB231 with IC_50_ values of ~50 nM. These compounds had considerably weakened activity against methylation at other histone lysine residues; (**c**) Anti-proliferation activity of compounds **3** – **5** against breast cancer cell lines; (**d**) EZH2 inhibitor **5** only inhibited H3K27 methylation in BT549 cells.

### SAHH inhibitors exhibited potent activity against breast cancer cells

Compounds **3** and **4** were next tested for their activity against proliferation of the three DOT1L^+^ breast cancer cells. **3** exhibited moderate cytotoxicity in a 3-day treatment with EC_50_ values of 0.9–2.6 μM (Fig. 4c). This is because compound **3** can be phosphorylated at its 5′-OH in cells and inhibits cellular DNA/RNA synthesis [37]. Presumably due to the lack of the 3-N atom in the purine ring, compound **4** is less efficiently phosphorylated and showed no general cytotoxicity in a 3-day treatment with the EC_50_ values of >20 μM. For a 15-day treatment, compound **3** was found to possess very potent activity against MDA-MB231, BT549 and MCF-7 with EC_50_ values of 9, 29 and 51 nM, respectively, being 18 - 100× more active than the corresponding 3-day data. This is likely due to a synergistic (or additive) effect by the dual-role compound **3**, which possesses both cytotoxicity and selective H3K79 methylation inhibition. Compound **4** also exhibited potent anti-proliferation activity in a 15-day treatment with EC_50_ values of 35, 480 and 65 nM, showing again that H3K79 methylation inhibition can enormously enhance the killing efficacy of the compound. Moreover, the similarities between **1** and **4** in inhibiting H3K79 methylation and cell proliferation supported that the activity of compound **4** is mainly mediated by H3K79 methylation inhibition.

### EZH2/H3K27 methylation inhibition did not contribute to breast cancer killing

Compound **4** was previously reported to have activity against several cancer cells, including MCF-7 and MDA-MB231 [38, 39]. In these studies, the activity of **4** was mainly attributed to EZH2/H3K27 methylation inhibition. However, because of the large differences between the anti-proliferation activity (EC_50_: 35-480 nM) and H3K27 methylation inhibition (IC_50_ >6 μM) for **4**, our results supported that DOT1L/H3K79 methylation inhibition (with IC_50_ ~50 nM, Fig. 4b) is mainly responsible for the activity of compound **4** against these breast cancer cells.

To further probe the consequence of EZH2 inhibition in these breast cancer cells, a potent and specific EZH2 inhibitor, EPZ005687 (**5**, Fig. 4a) [40], was synthesized. With its reported *K*_i_ value of 24 nM against EZH2, compound **5** inhibited H3K27 methylation in the breast cancer cells with IC_50_s of ~50 nM (Fig. 4d). However, **5** exhibited only weak anti-proliferation activities against the three breast cancer cells with EC_50_ values of 11-35 μM (Fig. 4c) regardless of the treatment durations. These observations demonstrated that inhibition of EZH2/H3K27 methylation cannot significantly affect the proliferation of these breast cancer cells.

### Neplanocin A (3) potently inhibited CSC and metastatic potential

Compound **3** is of particular interest, because of the most potent anti-proliferation activity as well as the novel mode of action that combines H3K79 methylation inhibition with cytotoxicity in one compound. We believe a combination therapy should be more effective to treat DOT1L^+^ breast cancer, especially given the slow action of the DOT1L-specific inhibitors **1** and **2**. A potent cytotoxic drug may rapidly reduce the overall tumor burden to save more time for H3K79 methylation inhibition to correct cancer-relevant gene expression and inhibit CSCs, with the potential to eventually eliminate all cancer cells.

More biological activity testing of compound **3** was performed. Compound **3** (20 nM) was found to induce apoptosis of 12.1% MDA-MB231 cells on day 7, which was consistent with a cell cycle analysis showing an increased sub-G1 population (Supplementary Fig. 8a/b). Similar to DOT1L-specific inhibitors, **3** exhibited strong activities against breast CSCs. Drug treatment caused differentiation of MDA-MB231 CSC-like cells, resulting in a significantly expanded CD24^+^ cell population (Fig. 5a). Treatment with **3** also reduced the CD44^+^/CD24^−^ (Fig. 5b) and ALDH^+^ cell populations (Fig. 5c and Supplementary Fig. 8c). In addition, as compared to **1** and **2**, compound **3** showed more pronounced activity to inhibit formation of secondary mammospheres as well as cell migration and invasiveness of MDA-MB231 (Fig. 5d). The increased potency of compound **3** in these assays could be attributed to the synergistic (or additive) effect for the dual-role compound.

**Figure 5:**
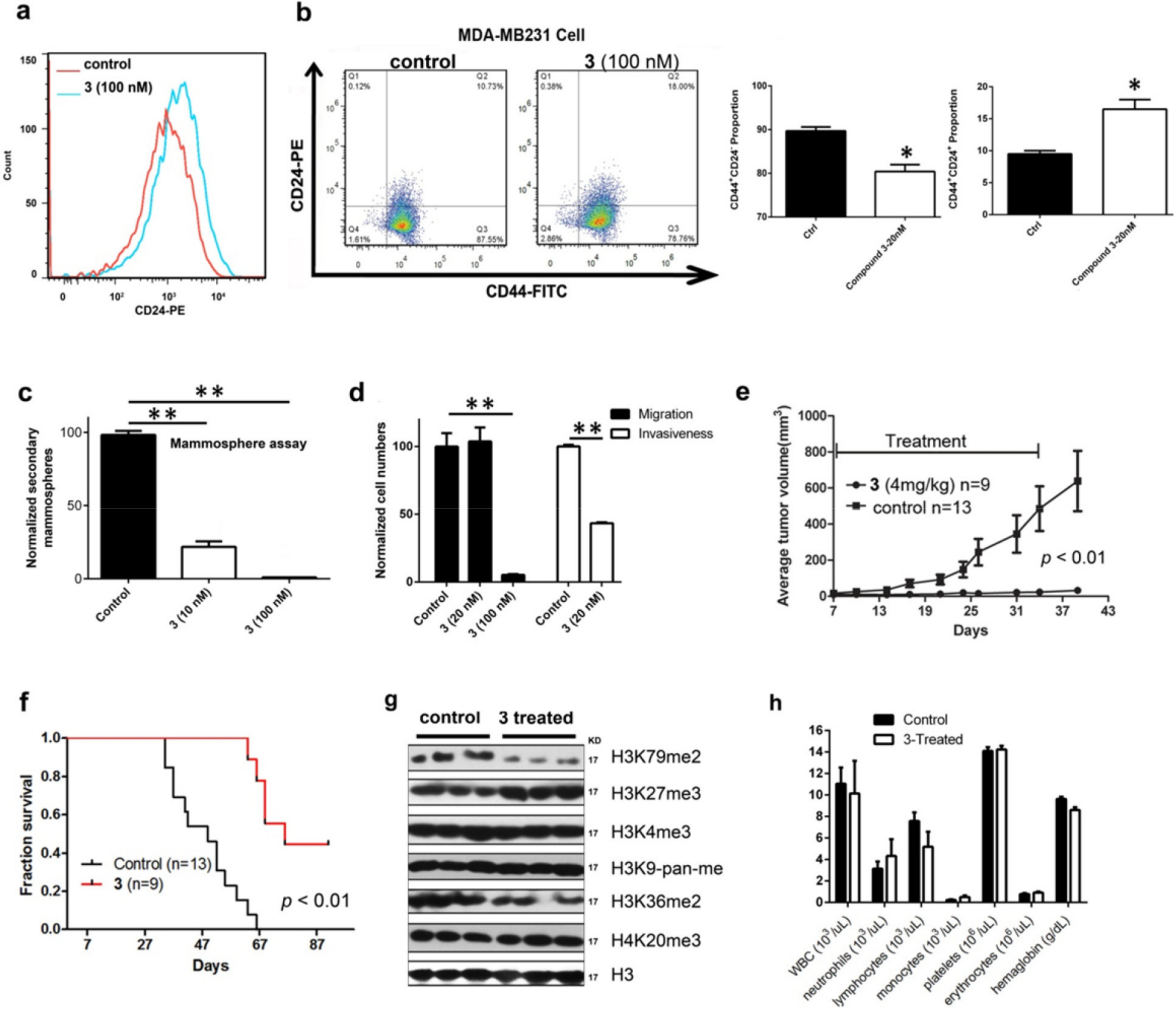
Biological activities of compound **3** against MDA-MB231 (**a**) Treatment with **3** caused increased cell population expressing high levels of CD24, showing this compound induced cell differentiation; (**b-d**) Treatment with **3** significantly (**b**) decreased the CD44^+^/CD24^−^ cell population and increased CD44^+^/CD24^+^ cell population, (**c**) inhibited secondary mammosphere formation, and (**d**) reduced cell migration and invasiveness. These results showed that **3** inhibited breast CSC-like cells and EMT; (**e**, **f**) Treatment with **3** (4 mg/kg/day for 28 days) significantly inhibited (**e**) tumor growth and (**f**) prolonged animal survivals in an MDA-MB231 xenograft mouse model; (**g**) In vivo treatment with **3** only significantly reduced H3K79 methylation levels in tumor tissues; (**h**) Treatment with **3** (4 mg/kg/day for 28 days) did not cause significant changes in blood cell counts and hemoglobin levels in mice (n = 3 for control and treatment groups). (Statistical analysis by Student's *t* test: *p < 0.05, **p < 0.01)

### Neplanocin A (3) exhibited potent in vivo antitumor activity without overt toxicity

Because DOT1L inhibitors **1** and **2** have poor pharmacokinetics with short plasma half-lives [16], we did not examine the in vivo antitumor activity of these compounds. Rather, due to its extremely potent activity as well as novel mechanism of action, compound **3** was evaluated for the in vivo antitumor activity using an MDA-MB231 xenograft mouse model. 10^6^ cells per mouse were injected into the mammary fat pads of athymic nude mice and palpable tumors (with diameters of ~3 mm) were observed in ~7 days. Compound **3** was administered in a dose of 4 mg/kg/day for 28 days using an osmotic pump implanted subcutaneously in each mouse. This administration route was chosen because previous studies showed the importance of constant H3K79 methylation inhibition [41]. As compared to the tumors (n = 13) in the control group, the treatment (n = 9) caused tumor growth inhibition of >95% (Fig. 5e), together with significantly prolonged animal survivals (Fig. 5f). Four tumors (out of nine) in the treatment group were found to exhibit tumor regression during the treatment and remained to be small (1-3 mm in diameter) in the end of the experiment. In a separate experiment, three mice each from the control and treatment groups were sacrificed on day 14 and tumor tissues were extracted. Western blot experiments for the freshly separated cells showed only H3K79 methylation was significantly inhibited by the treatment with compound **3** (Fig. 5g). These results were consistent with the cell based experiments. In addition, the compound was found to cause no obvious toxicities: no significant changes in blood cell counts, hemoglobin (Fig. 5h) and body weight were observed on day 28. These results showed that compound **3** could be a promising drug candidate for the treatment of breast cancer.

## DISCUSSION

Breast cancer has posed a major threat to women's health, accounting for ~25% of all female cancers and causing ~440,000 deaths per year worldwide. Breast cancer patients rarely die of the local tumors, with >90% of the mortalities being due to metastasis and drug resistance followed by tumor recurrence. CSCs are believed to be responsible for breast cancer metastasis and recurrence, because of their drug resistance and association with EMT. Discovery of compounds that have selective activity against CSCs is therefore of importance.

Critical roles of histone methylation in cancer have projected the perspective that selective modulators of histone methylation could be novel probes for cancer biology studies as well as clinically useful therapeutics. Although development of such compounds has still been in its infancy [4], activities of DOT1L inhibitors (e.g., compounds **1** and **2**) against MLL-rearranged leukemia (16–18, 41) and EZH2 inhibitors (e.g., compound **5**) against EZH2-mutated lymphoma [40] have demonstrated the potential as well as ample opportunities for this direction.

In the present study, bioinformatics analysis of a large breast cancer genetic database has implicated that DOT1L plays an important role in the malignancy. DOT1L-specific inhibitors **1** and **2** were found to have strong activity against proliferation of DOT1L^+^ breast cancer cells with EC_50_ values as low as 190 nM, but these compounds were inactive against DOT1L^−/low^ breast or non-breast cancer cells. 

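PHGDH, which fell with siRNA-1 and makes serine, had log2 fold changes of -0.05, -0.08, 0.01 and -0.07 with compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM. None of these passed (limma adjusted p = 0.897, 0.841, 0.984 and 0.839, n = 2 arrays per group). ASNS, which makes asparagine, fell by 2.54 (SE 0.12, adjusted p = 3.37e-07) and had -0.18, -0.19, -0.15 and -0.21 with the compounds. TRIB3 and ATF3, stress response genes, and CTH, which makes cysteine, had -2.57 (SE 0.17, adjusted p = 7.42e-06), -1.66 (SE 0.13, adjusted p = 1.39e-05) and -2.70 (SE 0.23, adjusted p = 2.48e-05) with siRNA-1. The interleukin genes IL1A and IL1B had -2.48 (SE 0.14, adjusted p = 1.99e-06) and -2.03 (SE 0.12, adjusted p = 3.01e-06), and MYC, a growth-driving transcription factor gene, -1.13 (SE 0.11, adjusted p = 5.88e-05). The interferon-induced genes IFIT1, which binds viral RNA (1.98, SE 0.16, adjusted p = 2.03e-05), and OAS2, which makes oligoadenylates (1.53, SE 0.14, adjusted p = 3.91e-05), rose with siRNA-1. So did HLA-DRA, a class II antigen-presenting chain gene (1.53, SE 0.13, adjusted p = 3.01e-05).

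Compared directly, siRNA-1 and compound 1 at 5 μM differed in 1596 probes (741 higher and 855 lower with siRNA-1, 34 past the paper's thresholds). siRNA-1 and compound 2 at 10 μM differed in 2064 (906 higher, 1158 lower, 33 past). PHGDH differed by -4.31 (SE 0.17, adjusted p = 1.25e-07) and -4.28 (SE 0.17, adjusted p = 1.34e-07). CCND2 differed by -4.26 (SE 0.13, adjusted p = 1.48e-08) and -4.36 (SE 0.13, adjusted p = 1.14e-08). The collagenase gene MMP1 differed by -4.06 (SE 0.30, adjusted p = 1.13e-05) and -3.03 (SE 0.30, adjusted p = 9.77e-05). The list of ER stress and amino acid response genes (25 of 27 tested) differed with siRNA-1 by means of -1.10 and -1.06 log2, with 19 and 19 genes lower. Its adjusted p was 1.3e-20 and 1.41e-17, and 0.0342 and 0.0518 with the estimated correlation. The mean of the PAM50 proliferation genes with siRNA-1 lay above that with the compounds by 0.26 and 0.36 (adjusted p = 0.00355 and 2.84e-05, and 0.367 and 0.251 estimated). The mean of the DNA replication genes lay above by 0.26 and 0.37 (adjusted p = 0.000761 and 3.92e-07, and 0.515 and 0.333 estimated), and that of the mitosis genes by 0.19 and 0.27 (adjusted p = 0.00331 and 2.31e-05, and 0.515 and 0.333 estimated). That of the interferon genes lay above by 0.39 and 0.49 (adjusted p = 2.02e-05 and 6.52e-08, and 0.227 and 0.152 estimated). These direct contrasts were chosen after the values had been seen.

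Compound 1 at 5 μM and compound 2 at 10 μM, both given for 14 days at doses that are not matched, differed in 0 probes by limma (946 at an unadjusted p below 0.05). Their largest log2 difference was 1.03.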

Comparative studies of the microarray data between siRNA and compounds **1**/**2** indicated the activity of these compounds is mediated by DOT1L inhibition, but not due to off-target effects. These results showed that DOT1L is a novel drug target for DOT1L^+^ breast cancer. Given ~50% breast cancers in the clinic express relatively high levels of DOT1L (Supplemental Fig. 2), this finding could have a high impact to breast cancer research and treatment.

Mechanistically, anti-proliferation activity of the DOT1L inhibitors is not due to cytotoxicity. 

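CCND2, the gene of cyclin D2, which carries cells from G1 into S phase, rose by 1.77 (SE 0.13, adjusted p = 0.000183) with compound 1 at 1 μM. With compound 2 at 2 μM it rose by 1.65 (SE 0.13, adjusted p = 0.000319) (n = 2 arrays per group, limma). The MYC gene, which drives growth, had log2 fold changes of -0.20, -0.03, -0.15 and -0.13 with compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM (adjusted p = 0.341, 0.92, 0.442 and 0.526). The growth factor receptor gene EGFR had -0.37, -0.06, -0.14 and -0.05 (adjusted p = 0.161, 0.841, 0.547 and 0.846). With siRNA-1 EGFR fell by 0.86 (SE 0.13, adjusted p = 0.0015). CDKN1A, the gene of the cycle inhibitor p21, rose by 0.61, 0.53 and 0.53 with compound 1 at 5 μM, compound 2 at 10 μM and compound 1 at 1 μM (SE 0.12, adjusted p = 0.0264, 0.0388 and 0.0324). It had 0.37 with compound 2 at 2 μM (adjusted p = 0.108) and rose by 0.82 (SE 0.12, adjusted p = 0.0012) with siRNA-1. These 3 calls of CDKN1A with the compounds were lost without control replicate 2 (0.55, 0.48 and 0.47), without replicate 1 of the treated group (0.58, 0.45 and 0.60) and without its replicate 2 (0.64, 0.62 and 0.46). More probes rose than fell with each compound: 164 probes were higher and 30 lower in all 4 compound treatments. The histone lysine methyltransferase genes (15 of 21 tested) had means of -0.06, -0.07, -0.08, -0.08 and 0.03 with the compounds in the order above and siRNA-1 (adjusted p = 0.789, 0.645, 0.625, 0.679 and 0.714). H3K79 methylation at these genes was not analysed here.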

By inhibiting H3K79 methylation, a key “histone code” for active gene transcription, compounds **1** and **2** were able to down-regulate expression of the genes that are important to breast cancer growth (e.g., pro-proliferation genes in PAM50, Fig. 3d/e). In addition, DOT1L inhibition can down-regulate expression of EMT genes and reduce in vitro cell migration and Matrigel invasion, showing the potential to inhibit tumor metastasis. The characteristic, slow action of the DOT1L inhibitors could be due to a long time needed for a series of cellular events that lead to proliferation arrest, including H3K79 methylation inhibition (with the maximal effect occurring in ~4 days) followed by decreased mRNA expression of the target genes, as well as ultimately the depletion of the gene products (proteins) key to cancer proliferation. Moreover, despite the importance of DOT1L in maintaining hematopoiesis [42, 43], pharmacological inhibition of DOT1L did not cause overt toxicities (shown in this and previous studies [16, 41]), indicating that there could be a sufficient therapeutic window for clinical applications.

In addition, inhibition of SAHH was found to be an alternative approach to selective inhibition of H3K79 methylation, because SAH is a more potent, endogenous inhibitor of DOT1L than other lysine methyltransferases [34, 35]. Indeed, our experiments showed that potent SAHH inhibitors **3** and **4** selectively decreased H3K79 methylation with IC_50_ of ~50 nM. However, these compounds had negligible effects on other lysine methylation sites at concentrations of <1 μM. Similar to DOT1L-specific inhibitors **1** and **2**, compound **4** also exhibited strong anti-proliferation activity against DOT1L^+^ breast cancer cells, mainly because of H3K79 methylation inhibition. Compound **3**, a dual-role compound that is both a selective H3K79 methylation inhibitor and a cytotoxic agent, was found to have the most potent antitumor activity in vitro and in vivo, showing that the combination therapy could be a viable approach to breast cancer treatment.

The activity of compound **4** was previously attributed to EZH2 inhibition, likely due to the importance of EZH2-containing polycomb repressive complex 2 (PRC2) as well as the observation of EZH2-overexpression in many types of cancers [44–46]. However, the weak activity of SAH against EZH2 as well as the weak inhibition of H3K27 methylation by **4** indicated that this is less likely to be the case. This point was confirmed by the weak anti-proliferation activity of the potent EZH2 inhibitor **5**, showing that inhibition of H3K27 methylation alone was not sufficient to inhibit proliferation of these cancer cells. Presumably, other proteins such as DNA methyltransferase [47, 48] also participate in PRC2-mediated gene repression. Therefore, inhibition of EZH2/H3K27 methylation may not be sufficient to correct the overall effects by PRC2-mediated gene silencing in these cancer cells.

## METHODS

### Chemical probes

Compounds **1** – **5** were synthesized using the published methods [49, 17, 50, 51, 40] and characterized by ^1^H and ^13^C NMR on a Varian (Palo Alto, CA) 400-MR spectrometer, showing identical NMR spectra to those reported. The compound purities were determined by a Shimadzu Prominence HPLC with a Zorbax C18 column (4.6 × 250 mm) monitored by UV absorbance at 254 nm. The purities of all compounds were found to be >95%.

### Cell culture, antibodies and RNAi

Human cell lines BT549, MDA-MB231, MCF-7, MDA-MB157, HCC70, A549 and NB4 were obtained from the American Type Culture Collection (ATCC) and cultured using ATCC recommended conditions. Primary antibodies against H3K79me2, H3K27me3, H3K4me3, H3K36me2, H4K20me3, H3K9me-pan were purchased from Cell Signaling (Danvers, MA). siRNA experiments were performed by transfecting MDA-MB-231 cells with X-tremeGENE Transfection Reagent (Roche) and 10 nM siRNA (Invitrogen), according to the manufacturer's protocol. The sequences for DOT1L siRNA (Invitrogen) were:

siRNA-1: 634-CGCGAGUUCAGGAAGUGGAUGAAAU;
siRNA-2: 117-CGAUAAACAUCACGAUGCUGCUCAU;
siRNA-3: 104-CGCUGCCGGUCUACGAUAAACAUCA;
siRNA-4: 470-CCCAGAUGAUUGAUGAGAUCAAGAU;
siRNA-5: 120-UAAACAUCACGAUGCUGCUCAUGAA.
siRNA-`mock represents an siRNA that has no homology to any vertebrate transcriptome.

### Western blot

10^6^ cells/well were incubated with increasing concentrations of a compound for 5 days and histones extracted with the EpiQuik™ Total Histone Extraction Kit (Epigentek) according to the manufacturer's protocol. Equal amounts of histones (2μg) were separated on SDS-PAGE and transferred to PVDF membranes. The blots were probed with primary antibodies, followed by anti-rabbit IgG (Thermo Scientific) secondary antibodies. For western blot analysis of MDA-MB231 xenograft tumors, tumors were harvested and frozen in liquid nitrogen. Histones were extracted and analyzed by immunoblotting as described above.

### Analysis of cell proliferation, apoptosis and cell cycle

2,500 or 5,000 cells/well in 96-well plates were incubated with increasing concentrations of a compound for 3 or 15 days, with media and compounds refreshing every 3-4 days. Cell viability was evaluated using an MTT assay. The EC_50_ values in Table 1 were the mean values from at least three independent experiments.

For apoptosis and cell cycle analysis, 10^5^ cells/well were incubated with increasing concentrations of a compound for 7 or 10 days. Apoptosis was determined using the FITC Annexin V Apoptosis Detection Kit I (BD Bioscience) according to the manufacturer's protocol. Cells for cell cycle analysis were fixed in cold 70% ethanol at 4°C and stained with Propidium iodide (Sigma-Aldrich) (20 μg/ml) and RNase A (10 μg/ml) for 30min. Cells were analyzed using a FACS Calibur (BD Biosciences/Applied Biosystems) and data were processed using the program Flowjo (version7.6.5).

### Quantitative real-time PCR

10^4^ cells/well were incubated with compounds for 14 days with media containing compounds replaced every 3-4 days. Total RNA was extracted from cells using RNeasy mini kit (Qiagen). 100-1000 ng of total RNA was reverse transcribed using iScript™ Reverse Transcription Supermix (Bio-Rad) according to the manufacturer's protocol. Quantitative real-time PCR was carried out using the RT^2^ SYBR Green ROX™ qPCR Mastermix (Qiagen) according to the manufacturer's instructions. Measurements were performed in triplicate, using GAPDH or human 18S ribosomal RNA as a reference gene. The sequences of primers used are listed in the Supplementary Table. Real-time PCR was performed using the ABI Prism 7300 sequence detection system.

### In vitro migration and invasion assay

5 × 10^4^ cells/well were incubated with compounds for 14 days. For transwell migration assays, 5× 10^4^ cells were plated in the top chamber with the non-coated membrane (24-well insert; pore size, 8 mm; BD Biosciences). For invasion assays, 5× 10^4^ cells were plated in the top chamber with Matrigel-coated membrane. The cells on the apical side of each insert were then scraped off after 22 h for both assays. The wells were washed with PBS, fixed with 100% methanol and stained with DAPI. Cells that had migrated to the basal side of the membrane were visualized and counted with a Nikon Eclipse TE2000-U microscope at 10×. Pictures of three random fields were obtained and the number of cells that had migrated quantified using ImageJ analysis software.

### ALDEFLUOR assay and flow cytometry

5 × 10^4^ cells/well were incubated with compounds for 14 days. The ALDH activity of cells was determined by using the ALDEFLUOR assay kit (StemCell Technologies) according to the manufacturer's instructions. Combinations of fluorochrome-conjugated monoclonal antibodies against human CD44-FITC and CD24-PE were obtained from BD Biosciences. Primary antibodies or the respective isotype controls (BD Biosciences) were added to the cell suspension, according to the manufacturer's recommendation, and incubated at 4°C for 20 min. Dead cells were eliminated using propidium iodide (Sigma). The labelled cells were analyzed on a FACS Calibur (BD Biosciences/Applied Biosystems).

### Mammosphere assay

The protocol for mammosphere assay was performed using a published method [28]. The numbers of secondary mammospheres in each well were counted using a Leica MZ12.5 microscope.

### MDA-MB231 xenograft mouse model and drug treatment

Female athymic nude mice (4 to 6 weeks old) were obtained from Charles River (Wilmington, MA, USA) and maintained under pathogen-free conditions. The use of athymic nude mice and their treatment were approved by the BCM Institutional Animal Care and Use Committee, and the experiments were conducted in strict compliance with the regulations. 2 ×10^6^ MDA-MB-231 cells were injected into the upper right mammary fat pad of the recipient mouse and tumor growth and animal weights were monitored twice a week. The tumor volumes were calculated using the formula length × (width)^2^/2. When the tumors reached a size of about 20–30 mm^3^, mice were randomly segregated into control and treatment groups. Mice in the treatment group were implanted subcutaneously an osmotic pumps (Alzet model 2004) containing 2.8 mg of **3** in 200 μL of PBS. Animals were sacrificed when the volumes of tumors reaching ~1.5 cm^3^. Log-rank analysis was used to determine statistical significance of the survival curves using Prism 5.0 (GraphPad).

### RNA Amplification and Microarray Data Analysis

10^5^ cells/well were incubated with compounds for 14 days. Cells were lysed immediately in TRIzol® Reagent, frozen in liquid nitrogen, and shipped to Asuragen, Inc. (Austin, TX) for microarray experiments. RNA was isolated, amplified, and hybridized to Illumina Human HT-12 v4 arrays according to the manufacturer's protocol. Microarray data were log2 transformed and then normalized to have the same median for all the arrays. Moderate *t*-statistics were used to test if genes were differentially expressed between the groups of interest. Benjamini and Hochberg method was used to correct for multiple comparisons. R and Bioconductor packages were used for all the statistical analyses (http://cran.us.r-project.org/, http://www.bioconductor.org/). Gene set enrichment analysis was performed using GSEA software from Broad Institute (Boston, MA).

### Statistical analysis

Student's *t*-test was applied to calculate the statistical significance (*p* value) for all data (except for microarray analysis) using Prism 5.0 (GraphPad). Statistical analysis for microarray studies is described in the Microarray section above.

## SUPPLEMENTARY FIGURES AND TABLES

## ABBREVIATIONS

ALDH: aldehyde dehydrogenase
CSC: cancer stem cells
DOT1L: disruptor of telomeric silencing 1 like
EMT: epithelial mesenchymal transition
FACS: fluorescence-activated cell sorting
GSEA: Gene set enrichment analysis
H3K27: histone H3-lysine27
H3K79: histone H3-lysine79
MLL: mixed lineage leukemia
PRC2: polycomb repressive complex 2
SAHH: S-adenosylhomocysteine hydrolase
siRNA: small interfering RNA

# Supplementary material for: Inhibition of histone H3K79 methylation selectively inhibits proliferation, self-renewal and metastatic potential of breast cancer
**Source:** Oncotarget. 2014 Nov 10;5(21):10665–77. doi: 10.18632/oncotarget.2496
**Supplement:** Supplementary file 1

SUPPLEMENTARY FIGURES AND TABLE

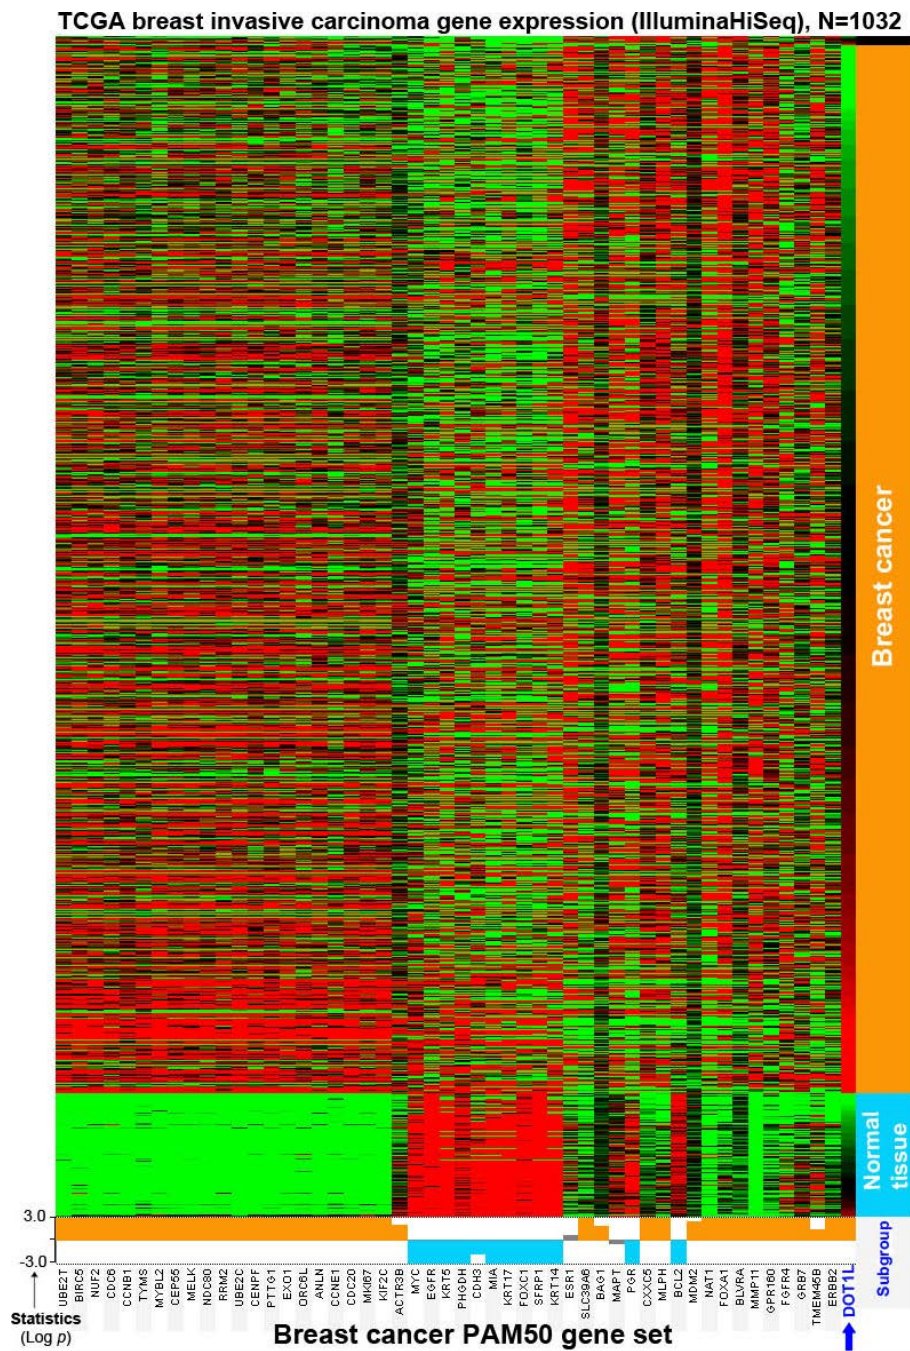

Supplementary Figure S1: Heat map of the expression levels of DOT1L (marked with a blue arrow) and PAM50 gene set in breast cancers (N=835) and normal breast tissues (N=100), showing that overexpression of DOT1L correlates with breast cancer (the orange subgroup) with a p value of <0.001 . (The data and figure were generated by UCSC cancer browser, Zhu, et al. 2009).

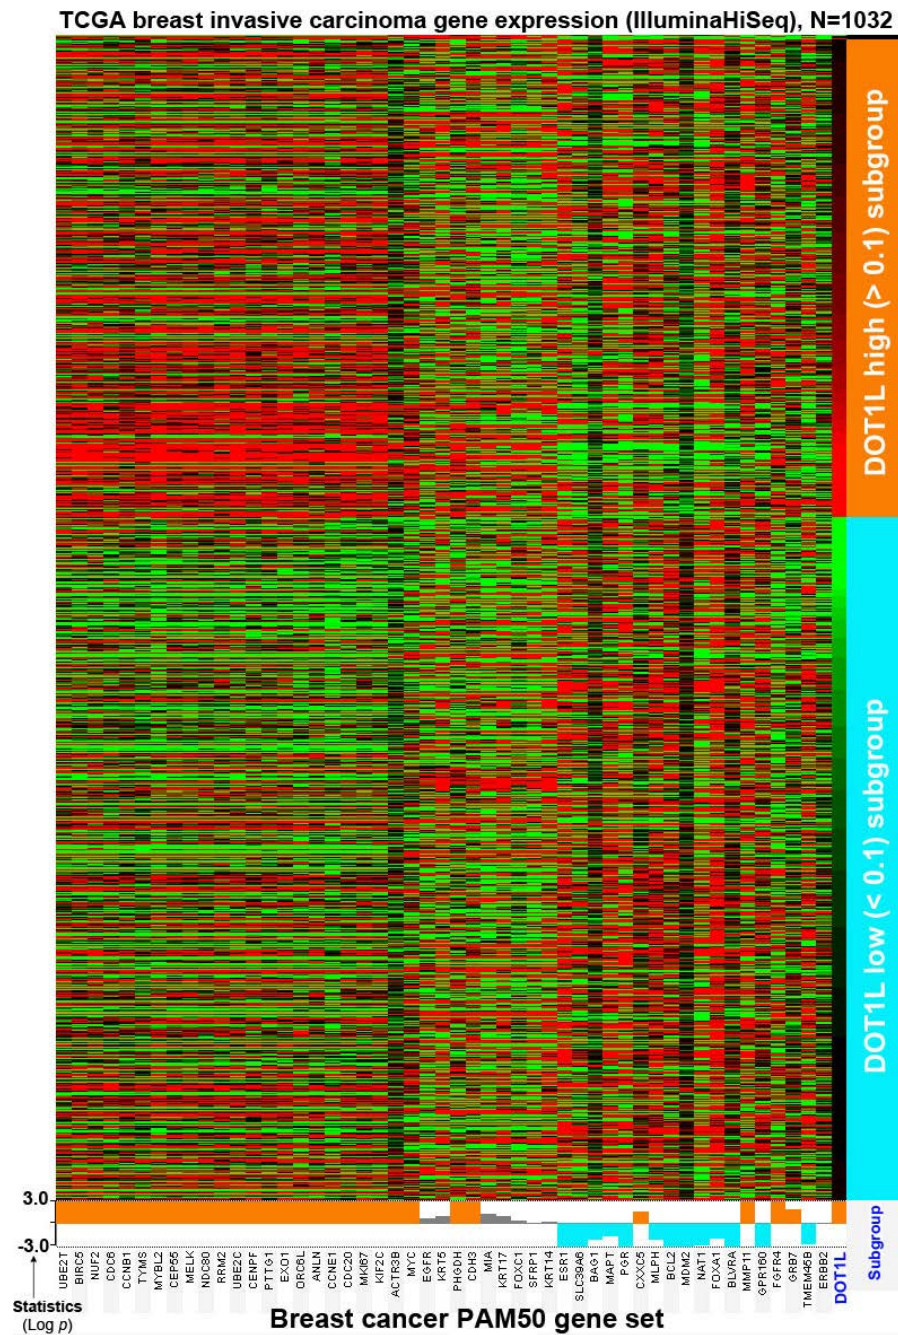

Supplementary Figure S2: Heat map of the expression levels of DOT1L and PAM50 gene set in the same database as that of Supplementary Fig. 1, showing that overexpression of DOT1L correlates with that of the pro-proliferation genes in the left-panel of the PAM50 gene set ($p < 0.001$), whose overexpression links to high proliferation and poor prognosis for breast cancer patients.

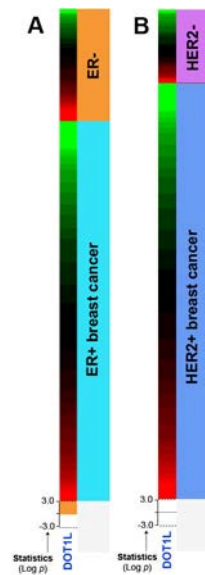

Supplementary Figure S3: Heat map of the expression levels of DOT1L in the same database as that of Supplementary Fig. 1, showing that (A) higher levels of DOT1L are correlated with ER⁺ breast cancer ($p < 0.001$) and (B) higher levels of DOT1L are not correlated with HER2 status.

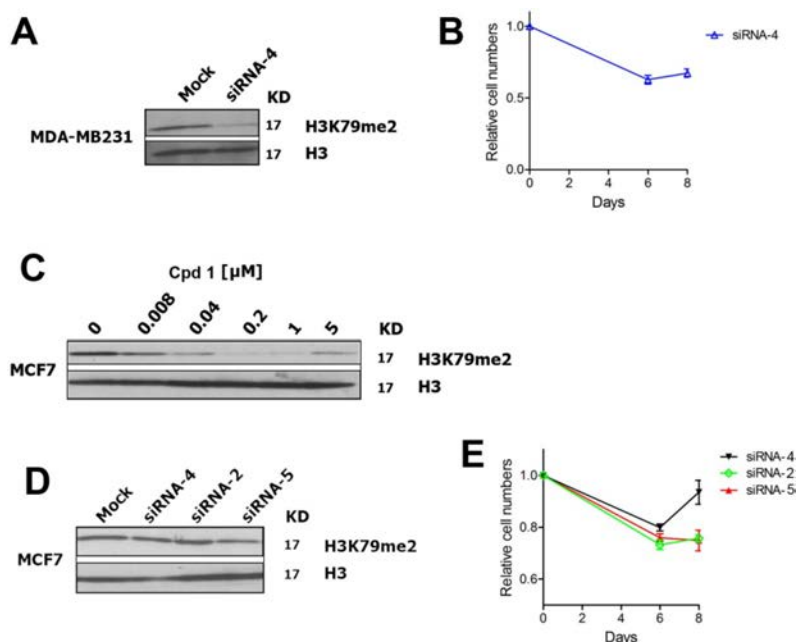

Supplementary Figure S4: Effects of DOT1L inhibition in MDA-MB231 (ER⁻) and MCF-7 (ER⁺) breast cancer cells. (A) Treatment of MDA-MB231 cells with siRNA-4 significantly reduced H3K79 methylation and (B) inhibited cell proliferation; (C) Treatment of MCF-7 cells with compound 1 significantly reduced H3K79 methylation in a dose-dependent manner; (D) Treatment of MCF-7 cells with three siRNAs also reduced H3K79 methylation and (E) inhibited cell proliferation. (Statistical analysis by Student's *t* test: $p < 0.01$ for all experiments, except for MCF-7 cells with siRNA-2 on day 8)

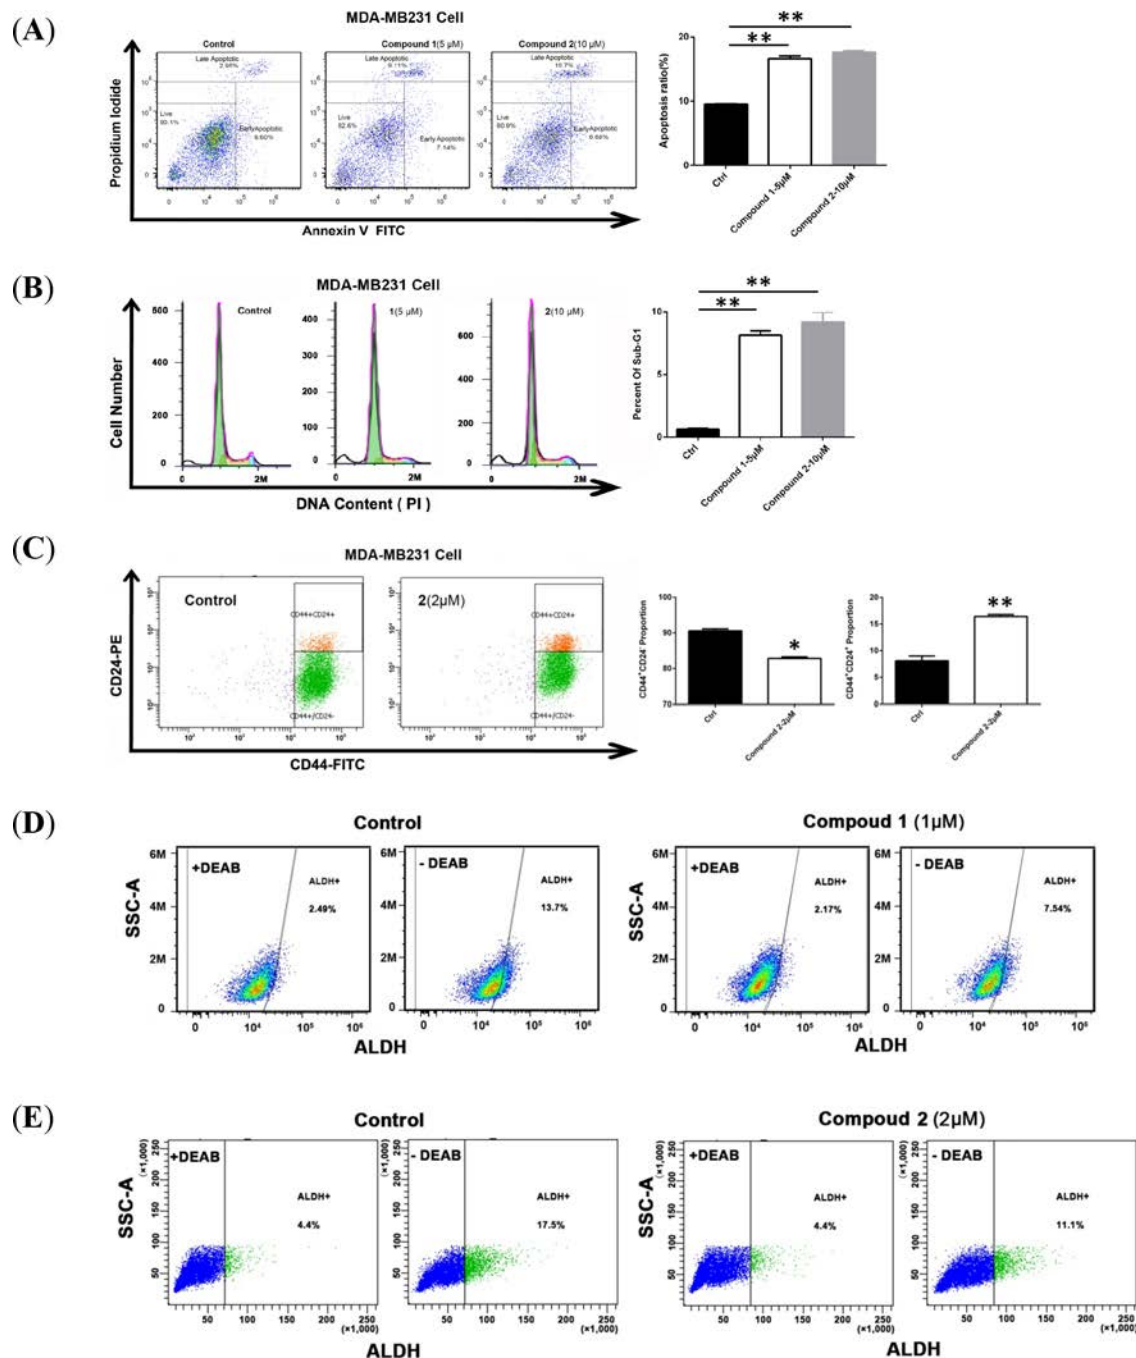

Supplementary Figure S5: Effects of DOT1L inhibition in MDA-MB231 cells. (A) Treatment with compound 2 induced apoptosis in 7.8% MDA-MB231 cells; (B) Treatment with 2 caused an increased sub-G1 phase cell population; (C) Treatment of MDA-MB231 with compound 2 significantly decreased the CD44⁺/CD24⁻ cell population; (D and E) Treatment of MDA-MB231 with compounds 1 and 2 reduced the ALDH⁺ cell population. (Statistical analysis by Student's *t* test: *p < 0.05, **p < 0.01)

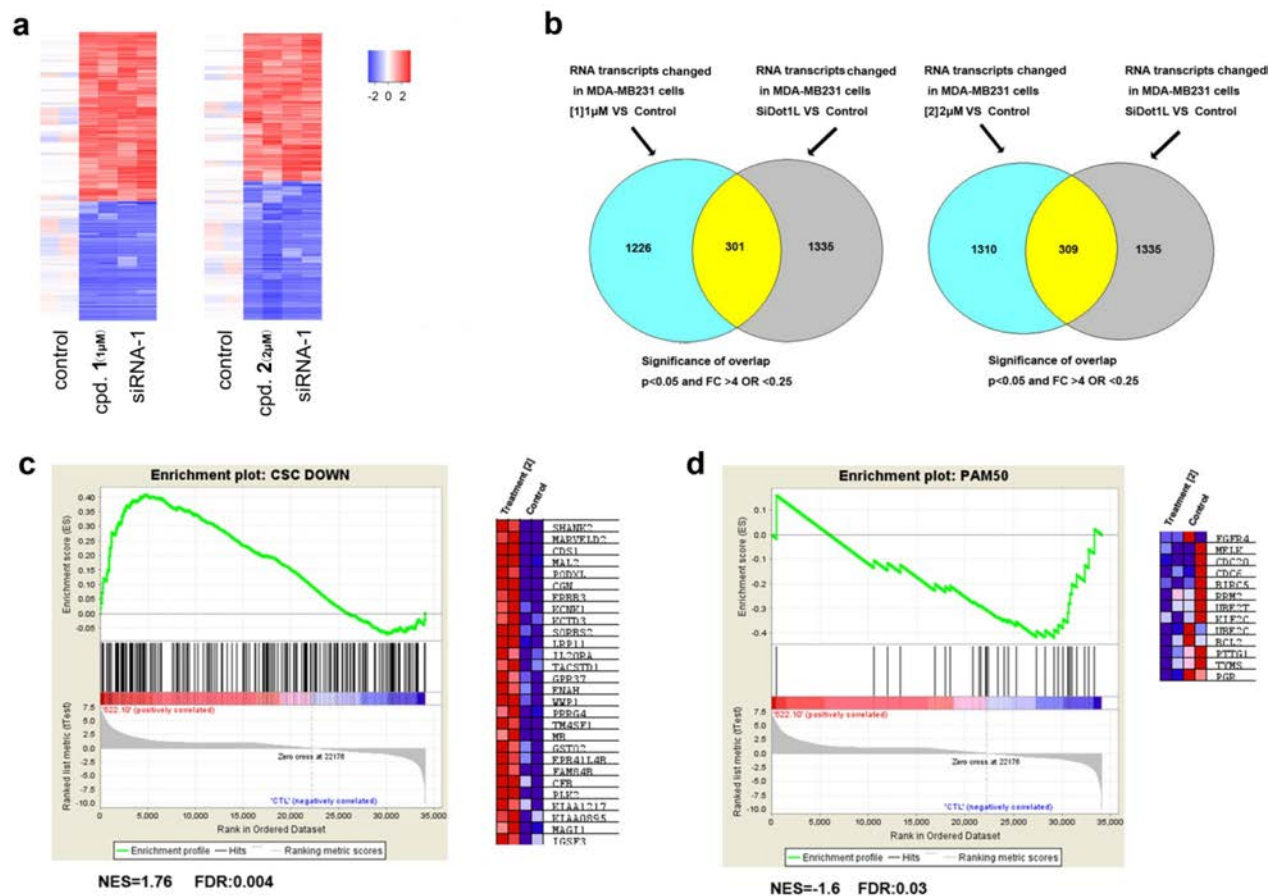

Supplementary Figure S6: Microarray results of DOT1L inhibition in MDA-MB231 cells. (a) Heat maps of the overlapping upregulated and downregulated genes between samples treated with compounds 1 (1 μM) or 2 (2 μM) and those with siRNA-1 (duplicate samples, $p < 0.05$, fold change > 4); (b) Venn diagram showing numbers of significantly changed genes between samples treated with 1 or 2 and those with siRNA-1 ($p = 1\text{E-}14$ or $1\text{E-}16$, respectively, one-sided Fisher's exact test); (c, d) Upon treatment with compound 2 (10 μM), GSEA plots showed (c) upregulation of the genes whose expression is low in breast CSCs and (d) downregulation of the pro-proliferation genes in the PAM50 gene set. The right panels in (c) and (d) are heat maps showing expression for selected genes in the leading edges of the GSEA plots.

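At the lower doses ABCA1, the cholesterol exporter gene, rose by 2.54 (SE 0.31, adjusted p = 0.00209) with compound 1 at 1 μM. With compound 2 at 2 μM it rose by 2.45 (SE 0.31, adjusted p = 0.00373) (n = 2 arrays per group, limma). CEMIP rose by 2.28 (SE 0.17, adjusted p = 0.000183) and 2.38 (SE 0.17, adjusted p = 0.000307). ZNF467, which codes for a zinc finger transcription factor, rose by 1.95 (SE 0.19, adjusted p = 0.000547) and 1.87 (SE 0.19, adjusted p = 0.00142). TGFBI, coding for a matrix protein, rose by 1.40 (SE 0.13, adjusted p = 0.000547) and 1.19 (SE 0.13, adjusted p = 0.00267). SLC2A3, a glucose transporter gene, rose by 1.36 (SE 0.20, adjusted p = 0.0066) and SP140, the gene of a nuclear body protein, had -1.14 (SE 0.16, adjusted p = 0.00577) with compound 2 at 2 μM.

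Direct tests between the doses found 0 probes that differed for compound 1 (5 μM against 1 μM; limma, 1256 at an unadjusted p below 0.05, largest difference 1.13). They found 0 for compound 2 (10 μM against 2 μM; 562, largest difference 0.95). With the paper's wording taken literally these counts were 21 and 38. Probes past the stated thresholds that were shared with siRNA-1 numbered 3 for compound 1 at 1 μM and 2 for compound 2 at 2 μM (1-sided Fisher exact p = 1.58e-07 and 1.93e-05). These shared counts were 5 and 4 without control replicate 1 and 1 and 1 without control replicate 2. For compound 1 at 1 μM the count was 2 without its own replicate 2 or without siRNA-1 replicate 2, and for compound 2 at 2 μM 3 without its own replicate 2. At the adjusted p alone 378 and 280 probes were shared, against 96.2 and 66.3 under independence. With the compound compared with control replicate 1 and siRNA-1 with control replicate 2 they were 63 and 48, against 6.98 and 4.87, and the other way round 325 and 328, against 96.7 and 93.1. The first way, 92.1% and 93.8% of the shared probes moved in the same direction, against 78.7% and 76.4% from the numbers higher and lower. The other way round the shares were 68.9% and 65.9%, against 51.9% and 50%. Of the 378 and 280, 230 and 179 were higher in both, 119 and 82 lower in both and 29 and 19 opposite.

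Of the 28 names read in Supplementary Fig. 6c, 24 were tested with compound 2 at 10 μM: 23 were positive and 12 rose, while with siRNA-1 14 were positive and 2 rose. Of the 13 names read in Supplementary Fig. 6d, 11 were tested: 10 were negative with compound 2 at 10 μM, mean -0.28, and 0 passed by limma, while with siRNA-1 9 were positive. Both panels show genes chosen on these samples and are no independent evidence.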

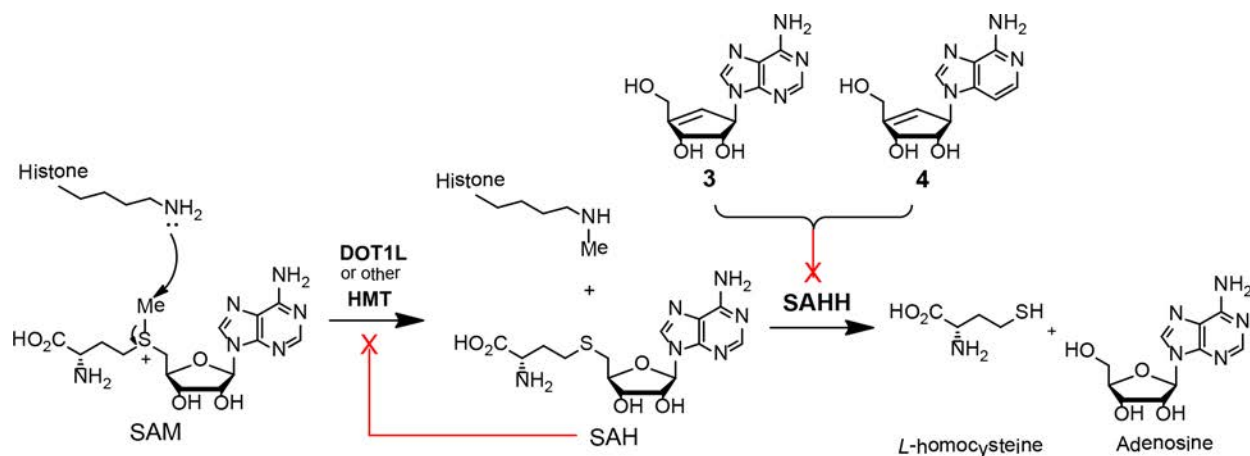

Supplementary Figure S7: Mechanisms of DOT1L (as well as other HMTs) and SAHH, showing how SAHH inhibitors indirectly inhibit DOT1L. SAH, the product of DOT1L catalyzed reaction, is a strong inhibitor ($K_i = 160$ nM) of DOT1L. Inhibition of SAHH by compounds **3** and **4** caused an increased cellular concentration of SAH, resulting in strong DOT1L/H3K79 methylation inhibition. Due to considerably decreased inhibitory activity of SAH against other HMTs ($K_i > 1$ μ M; e.g., K_i of 7.5 μ M against EZH2), **3** and **4** had less activity against other HMTs as well as methylation at other histone lysine residues.

(A)

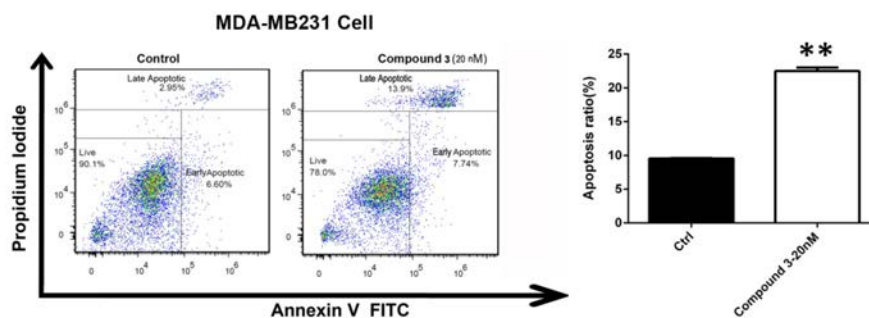

(B)

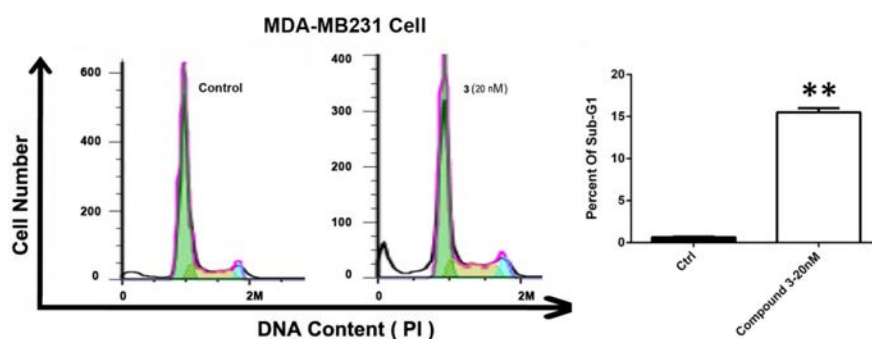

(C)

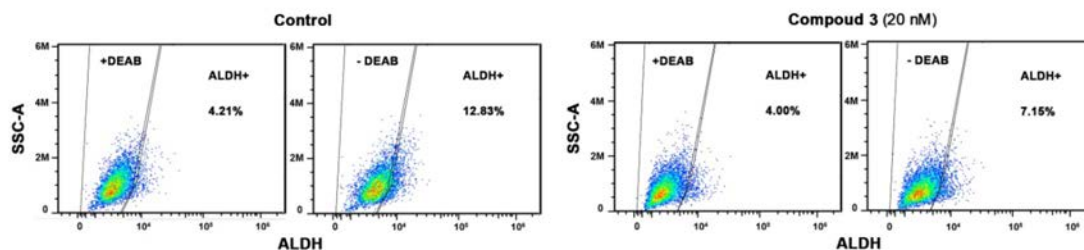

Supplementary Figure S8: Activities of compound 3 on MDA-MB231 cells. (A) Treatment with compound 3 induced apoptosis in 12.1% MDA-MB231 cells; (B) Treatment with 3 caused an increased sub-G phase cell population (from 4.4% to 21.2%). (Statistical analysis by Student's *t* test: *p < 0.05, **p < 0.01); (C) Treatment of MDA-MB231 with compound 3 for 15 days decreased the ALDH⁺ cell population.

Supplementary Table S1. Primer sequences for Q-PCR

Gene Name	Forward Primer	Reverse Primer
<i>E-Cadherin</i>	CCCAATACATCTCCCTTCACAG	CCACCTCTAAGGCCATCTTTG
<i>GAPDH</i>	ATCAAGTGGGGCGATGCTG	ACCCATGACGAACATGGGG
ZEB-1	ACCCTTGAAAGTGATCCAGC	CATTCCATTTTCTGTCTTCCGC
SNAI1	GGAAGCCTAACTACAGCGAG	CAGAGTCCCAGATGAGCATTG
TGFB2	CTGATCCTGCATCTGGTCACG	TGGGGGACTGGTGAGCTTC
CCNB1	AATAAGGCGAAGATCAACATGGC	TTTGTTACCAATGTCCCCAAGAG
MYBL2	TCTGGCTCTTGACATTGTGG	TCAGGACAAGATGAGGGTCC
CENPF	CTCTCCCGTCAACAGCGTTC	GTTGTGCATATTCTTGGCTTGC
CCNE1	GCCAGCCTTGGGACAATAATG	CTTGCACGTTGAGTTTGGGT
CDC20	GACCACTCCTAGCAAACCTGG	GGGCGTCTGGCTGTTTTCA
UBE2C	TGATGTCTGGCGATAAAGGGATT	GTGATAGCAGGGCGTGAGGAA
PTTG1	ACCCCTCAAACAAAAACAGCC	GGCAGGAACAGAGCTTTTTGC
18S rRNA	GAATGAGTCCACTTTAAATCCT	CAAGATCCAACACTACGAGCTTTT

How the deposited data were processed for this re-analysis (not part of the article)

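RNA of MDA-MB231 cells was measured on 12 Illumina HT-12 v4 arrays in 6 groups of 2: control (0.1% DMSO), compound 1 at 1 and 5 μM, compound 2 at 2 and 10 μM, and siRNA-1 against DOT1L at 10 nM. The labels give 14 days for the control and compounds and 7 days for siRNA-1. The labels call the 2 arrays of a group biological replicates.

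The authors' signals came from BeadStudio, whose version was not given, and 2 kinds of values were used. As deposited by the authors, the intensity values of the non-normalized table are linear bead signals exported from BeadStudio with background subtracted and without normalization. The detection p-values in it, as deposited by the authors, were computed by BeadStudio from the negative control beads of each array. The table has 47,324 lines; 2 damaged lines were left out, which left 47,322 probes. In this table the detection p-values stand in another order than the signals: the rank correlation of signal and p in the same line was -0.0041 to 0.0029. Detection p-values were therefore assigned to each array by rank, the highest signal taking the lowest p. To check this, the p-values over 12 arrays obtained by rank were compared with the lines of the table. For 32,821 probes with mid-range p on at least 6 arrays each matched a distinct line, at a median distance of 0.0039, against 0.129 or 0.118 when the columns of 2 arrays were exchanged. The log2 values of the series matrix were made by the authors before deposition: they are the log2 of the signal, with signals below 1 set to 1, less the median of the array. The largest difference from this formula was 5.0e-09. For compound 2 at 10 μM the 2 replicate columns of the series matrix are exchanged against the table of non-normalized values; both belong to the same group.

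Median signal over all probes was 9.9 to 14.9 per array, 32.7% to 35.9% of probes lay at 0 or below, and 34.0% to 36.7% were detected at p below 0.05. The lowest signal called detected was 26.4 to 38.5, and the median signal of probes detected on all arrays 301.8 to 425.2. Replicate arrays correlated at r = 0.991 to 0.994. The median 95% interval of a fold change reached 0.34 log2 to either side.

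Signals were corrected with the normexp model of limma 3.58.1 in R 4.3.3, with the mean and variance of the negative controls inferred from the detection p-values and an offset of 16. They were log2-transformed and centred on the median of the 11,807 probes detected at p below 0.01 on all 12 arrays. Probes detected at p below 0.05 on both arrays of at least 1 group were kept (17,910). Symbols came from the array annotation and were updated through Entrez identifiers: 30,113 probes had 1 symbol, 8 several and 17,201 none. A linear model with a mean per group was fitted to all 12 arrays (6 residual and 5.59 prior degrees of freedom). Each treatment was compared with the control, the compounds with each other, and the doses of each compound with each other. siRNA-1 was compared directly with compound 1 at 5 μM and compound 2 at 10 μM after the values had been seen. P-values were adjusted by the method of Benjamini and Hochberg within each comparison. Overlaps were tested with the 1-sided Fisher exact test, and 100 simulated draws gave the covariance of unchanged groups that share their controls. Overlaps were also counted with the compound and siRNA-1 fitted against different control arrays, a test chosen after the results had been seen.

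Gene lists were written before the values were seen, 28 in number, and were tested with camera on the brightest probe of each of 10,773 genes, at a preset correlation of 0.01 and at the estimated one, with p adjusted over the lists of a comparison. The genes readable in the panels of Fig. 3 and Supplementary Fig. 6 were counted without a test. Alternatives were signals below 1 set to 1 without background correction, centring on all probes, quantile normalization, no detection filter, detection on all 12 arrays, the paper's wording taken literally, the series matrix, fits to the arrays of 2 groups only, replicate number as a block, and leaving out each array. A fit of the unfiltered series matrix to the arrays of 2 groups only was added after the results had been seen.

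The model was tested on simulated data with 100 changed probes per size and 20 draws. In these data 92.9% to 94.3% of 2-fold changes and 99.9% to 100% of 4-fold changes were recovered, and 4.39% to 5.84% of calls were false. The simulated noise was normal and independent with the fitted spread, as the model assumes. These shares therefore check the calculation and do not measure power or false calls on the real arrays. Table checks and plots used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The gene set of low expression in breast CSCs was not tested, because the paper does not list its members. No regrouping of samples and no test for single deviating arrays was done, because each group holds 2 arrays.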

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

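Each test of an explanation in this part was chosen after the result had been seen.

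Amino acid response genes fell with siRNA-1 by a mean of -1.27 log2 (25 of 27 tested, 20 lower, 5 not changed, 22 lower adjusted over the list alone; camera adjusted p = 9.91e-20, and 0.0376 with the estimated correlation). With the compounds the means were -0.17, -0.21, -0.24 and -0.28 (order: compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM; adjusted p = 0.0597, 0.02, 0.0165 and 0.00951, and 0.33 at lowest with the estimated correlation). The amino acid mean of compound 1 at 5 μM was -0.27 (adjusted p = 0.00316) without control replicate 1. The amino acid mean of compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM was -0.12 (adjusted p = 0.261), -0.14 (adjusted p = 0.175) and -0.18 (adjusted p = 0.0773) without control replicate 2. The highest share of the siRNA-1 mean reached by a compound was 21.7%. This restates the pattern and does not decide on loss of DOT1L to the same degree in both, since the arrays left that loss unmeasured. Transfection, off-targets of the siRNA or the 7 days of culture may be the cause. Mock-transfected and 7-day control arrays would bear on transfection and time, and 0 such arrays were among those analysed here. Off-targets would need another siRNA against DOT1L, and siRNA-1 was the only siRNA on these arrays. The cause therefore stays open.

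The mesenchymal list (14 tested) had means of 0.55, 0.60, 0.62 and 0.54 log2, with 7, 8, 8 and 6 genes higher, with compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM. It passed camera at the preset correlation and not at the estimated one (lowest adjusted p = 0.19). TGFBI, ACTA2 and CDH11 code for matrix, cytoskeletal and adhesion proteins of mesenchymal cells. The paper reports that compound 2 lowered EMT genes by qPCR and that both compounds lowered migration and invasion. Of those EMT genes TGFB2 was tested here. It was negative in all 5 comparisons and fell with siRNA-1 (-0.93, SE 0.13, adjusted p = 0.000883). It passed with neither compound at either dose. With compound 2, which the paper used in that qPCR, its values were the smallest in size. Leaving out any 1 array kept the call of the list at the preset correlation.

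The list of invasion and metastasis genes had a mean of 0.50 log2 with compound 1 at 5 μM (16 of 26 tested, 5 higher, 1 lower, 8 and 1 adjusted over the list alone; camera adjusted p = 7.51e-07, and 0.236 with the estimated correlation). The collagenase gene MMP1 was the largest single rise. With compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1 the means were 0.37, 0.41, 0.35 and 0.17 (adjusted p = 0.00102, 0.000219, 0.000749 and 0.11, and 0.33 at lowest with the estimated correlation). The invasion mean of siRNA-1 was 0.31 (adjusted p = 0.0209) without control replicate 1. The invasion mean of compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM was 0.23 (adjusted p = 0.0075), 0.27 (adjusted p = 0.00237) and 0.21 (adjusted p = 0.0103) without control replicate 2.

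The list of interferon response genes had a mean of 0.29 with compound 1 at 5 μM (3 of 31 higher, 11 adjusted over the list alone; camera adjusted p = 6.56e-07, and 0.19 with the estimated correlation) and of 0.69 with siRNA-1 (16 higher, 24 adjusted over the list alone; adjusted p = 3.83e-14, and 0.0376). With compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM the means were 0.20, 0.18 and 0.16 (adjusted p = 0.00219, 0.00713 and 0.00576, and 0.33 at lowest with the estimated correlation). MX1, an antiviral gene, rose by 1.08 (SE 0.14, adjusted p = 0.00264) with compound 1 at 5 μM, and IFI44 by 1.47 (SE 0.11, adjusted p = 1.39e-05) with siRNA-1.

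The list of MHC genes, which present antigens, had a mean of 0.35 with compound 1 at 5 μM (3 of 19 higher, 8 adjusted over the list alone; camera adjusted p = 4.47e-06, and 0.19 with the estimated correlation) and of 0.70 with siRNA-1 (10 higher, 13 adjusted over the list alone; adjusted p = 1.22e-09, and 0.0725). HLA-DMB rose by 1.50 (SE 0.17, adjusted p = 0.000188) and CD74, the invariant chain gene, by 1.03 (SE 0.12, adjusted p = 0.000204) with siRNA-1. With compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM the means were 0.17, 0.18 and 0.13 (adjusted p = 0.0674, 0.0365 and 0.0667, and 0.356 at lowest with the estimated correlation). The MHC mean of compound 1 at 1 μM was 0.23 (adjusted p = 0.0622) without control replicate 1. The MHC mean of compound 2 at 10 μM was 0.25 (adjusted p = 0.00488) without its own replicate 2. The MHC mean of compound 1 at 1 μM was 0.13 (adjusted p = 0.234) without its own replicate 2.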

How the results depend on the processing

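The fit of the unfiltered series matrix to the arrays of 2 groups was chosen after the results had been seen; all other settings were fixed before. Unless stated, values are in the order compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1, and the counts of the chosen model are 388, 566, 941, 649 and 1831 probes changed, 7, 5, 5, 3 and 46 past the paper's thresholds, and 2, 3, 3 and 2 shared with siRNA-1.

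Plain log2 with values below 1 set to 1 gave 251, 317, 499 and 273 probes changed with the compounds, 81, 80, 74, 76 and 196 past the thresholds and 42, 40, 39 and 40 shared; the siRNA-1 count changed little. Centring on the median over all probes gave 626 changed with compound 1 at 5 μM and 5 past the thresholds with compound 2 at 2 μM. Quantile normalization and dropping the detection filter moved no count more than 1.5 times. Without the filter the mean of the myeloid line markers with compound 1 at 5 μM was -0.075, against 0.37. Detection p below 0.01 on all 12 arrays gave 927 and 1025 changed with compound 2 at 10 and 2 μM; 3, 3, 3 and 29 past the thresholds for compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM and siRNA-1; and 1 and 1 shared for compound 1 at 5 μM and compound 2 at 2 μM.

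The paper's wording taken literally and the series matrix without a filter gave equal counts: 112, 146, 87, 80 and 534 changed, 1169, 1090, 1132, 1066 and 1257 past the thresholds, 336, 332, 317 and 309 shared, and 39, 21 and 38 probes that differ between the compounds, between the doses of compound 1 and between those of compound 2, where the chosen model gave 0. The series matrix with the chosen filter gave 216, 372, 493 and 221 changed with the compounds, 83, 85, 81, 79 and 205 past the thresholds and 43, 43, 44 and 41 shared. Fits to only the arrays of the groups compared gave 63, 154, 273 and 56 changed with the compounds. Replicate number as a block gave 316, 481, 764, 451 and 1642 changed. Replicates of the same number correlated in 2 of 15 pairs of groups at r above 0.1 (range -0.38 to 0.21). The r of -0.38, between compound 1 at 5 μM and compound 2 at 2 μM, was the largest in size, so arrays of unlike number also varied together. The series matrix without a filter and with only the arrays of the groups compared gave 0 changed in each of the 5, 1352, 1176, 1228, 1310 and 1336 past the thresholds, and 329, 288, 305 and 311 shared.

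For the PAM50 proliferation list, all 50 PAM50 genes gave weaker means of -0.084, -0.079 and -0.11 with compound 2 at 10 μM, compound 1 at 1 μM and compound 2 at 2 μM, and -0.084 in place of 0.16 with siRNA-1. With the estimated correlation the means of -0.20, -0.21, -0.23 and 0.16 lost their camera call at the unadjusted p.

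Leaving out each array in turn, the lowest and highest counts of probes changed were 93 and 881, 70 and 1373, 86 and 1552, 59 and 1494, and 782 and 1454. Those past the thresholds were 4 and 12, 3 and 12, 2 and 11, and 2 and 11 with the compounds, and those shared with siRNA-1 were 1 and 5, 1 and 5, 1 and 5, and 1 and 4. The mean of the proliferation list ranged from -0.20 to 0.0018, -0.30 to -0.10, -0.31 to -0.11, -0.33 to -0.13, and 0.061 to 0.26. The ends of these ranges came mostly from control replicate 1 or 2. The tests of the compounds and of the doses against each other gave 0 probes whichever array was left out.

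Of 514 results for named genes 293 were called. Kept calls numbered 182 with plain log2, 272 with centring on all probes, 263 without the filter, 159 with the arrays of 2 groups, 287 with quantile normalization, 259 with the block, 188 with the filtered series matrix and 72 with the paper's literal wording; with the stricter filter all 221 tested were kept. On leaving out 1 array 680 of 1172 calls were kept and 492 were weaker. None of the called results changed sign under these settings, while some results that were not called and lay near 0 did, among them CENPF and EGFR with compound 2 at 2 μM under centring on all probes.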

Differences from the paper's values

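The comparison on the unfiltered series matrix with only 2 groups per fit, and the shares of detected probes, were chosen after the results had been seen.

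The counts of changed genes in Fig. 3b and Supplementary Fig. 6b differ from those here. Fig. 3b shows about 1400 for compound 1 at 5 μM, about 1200 for compound 2 at 10 μM and about 1300 for siRNA-1, and Supplementary Fig. 6b about 1200 for compound 1 at 1 μM and about 1300 for compound 2 at 2 μM, where 7, 5, 46, 5 and 3 probes passed the same thresholds here. The genes shared with siRNA-1 are about 330 and about 280 in Fig. 3b and about 300 and about 310 in Supplementary Fig. 6b, against 2, 3, 3 and 2. Among the settings fixed beforehand, the paper's wording taken literally (log2 of signals with those below 1 set to 1, equal medians, no detection filter) came near, with 1169, 1090, 1257, 1132 and 1066 probes past the thresholds and 336, 332, 317 and 309 shared. Fits to the 2 groups compared, on the same values, gave 1352, 1176, 1336, 1228 and 1310 past the thresholds and 329, 288, 305 and 311 shared.

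The large counts came mostly from probes with signals near background, and this explanation was tested in 2 ways. Of the probes past the thresholds in the latter fits, at least 86.8% in every comparison were detected on none of the 4 arrays compared. At least 81.5% had a signal below 1 on 1 or more of these arrays. Both shares go with a floor of 1 under signals near background. On a single array only 34.0% to 36.7% of all probes were detected and 34.3% to 37.3% lay below 1. The shares of all probes over 4 arrays were not computed, so the first share alone is a weak test. If large changes of genes detected in both groups were the cause, most should be detected on all 4 arrays, and at most 3.22% were. None of these probes passed at an adjusted p below 0.05 in those fits (0 in each of the 5), while the methods of the paper state a correction by Benjamini and Hochberg. In 100 simulated draws of unchanged groups on the same scale, a mean of 732 probes (624 to 837) passed the thresholds and a mean of 181 (145 to 212) were shared by 2 groups with common controls. Simulated noise thus gave fewer probes than the fits, where 1176 to 1352 passed and 288 to 329 were shared. The same fits were also made between groups in which the chosen model called 0 probes. There 1047 passed between the compounds, 1035 between the doses of compound 1 and 994 between those of compound 2. Of these, 96.8%, 96.3% and 98.3% were detected on none of the 4 arrays. The excess over the simulated noise therefore cannot be read as a number of changed genes.

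The p-values of the overlaps in Fig. 3b and in the legend are 1e-14 for compound 1 at 5 μM and 1e-16 for compound 2 at 10 μM, and the same 1e-14 and 1e-16 are given for compound 1 at 1 μM and compound 2 at 2 μM. Here the same test gave 0.000134, 1.58e-07, 1.58e-07 and 1.93e-05 for the few probes past the thresholds. No setting came within a factor of 10 of the paper's values. What the paper took as the number of genes tested is not stated, and the cause stays open.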

Other observations

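The direct contrasts of siRNA-1 with the compounds and the tests of fold changes against different control arrays and of deviating lists were chosen after the results had been seen, except for the simulated range for separate controls, which was written down before.

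Fold changes of the compounds and of siRNA-1 run together. The bound set beforehand was too tight to decide whether noise of the shared control arrays is the whole cause. The mean over the 2 ways of giving each side a different control array was positive with every compound treatment. No limit had been set for that mean. Taking the compound against control replicate 1 and siRNA-1 against control replicate 2, the covariance was 0.0410, 0.0397, 0.0401 and 0.0407 (compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM), and the other way round 0.0209, 0.0129, 0.0155 and 0.0151, all above the highest of 100 simulated draws with separate controls (0.000904), the bound set beforehand to speak against shared controls alone. That bound took probes as independent and was too tight for a single way. The fold changes of the compounds covaried with 0.5 times the difference of the 2 control arrays by 0.0136, 0.0170, 0.0159 and 0.0164, above the lowest value of 0.0129. This term enters the 2 ways with opposite signs and cancels in their mean. Of 2 further measures tried after these values, the mean of both ways was 0.0309, 0.0263, 0.0278 and 0.0279. The largest covariance in size between single arrays of different groups, taken from replicate differences, was 0.0152 over 15 pairs of groups. It was negative and lay between compound 1 at 5 μM and compound 2 at 2 μM. As it holds no control or siRNA-1 array, it sets no limit for the values above. Among probes called in both against different control arrays the share of the same direction lay 12.5 to 19.5 percentage points above that from the numbers higher and lower. No limit had been set for either measure, and no spread of the share was measured. A state common to both control cultures also stays open, since 0 other untreated groups of 14 days were among the arrays analysed here.

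Hypoxia and glycolysis genes (21 of 23 tested) had mean log2 fold changes of 0.28, 0.34, 0.39, 0.44 and 0.36 with compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1 (1, 2, 4, 5 and 4 higher, 5, 7, 7, 10 and 5 adjusted over the list alone; camera adjusted p = 0.00306, 0.00102, 0.000219, 1.3e-05 and 0.000557, and 0.33 at lowest with the estimated correlation). The hypoxia mean of compound 1 at 5 μM and compound 2 at 10 μM was 0.46 (adjusted p = 4.27e-05) and 0.52 (adjusted p = 3.28e-05) without control replicate 1. The hypoxia mean of compound 1 at 5 μM, compound 2 at 10 μM, compound 1 at 1 μM, compound 2 at 2 μM and siRNA-1 was 0.11 (adjusted p = 0.134), 0.17 (adjusted p = 0.0144), 0.22 (adjusted p = 0.00237), 0.26 (adjusted p = 9.1e-05) and 0.18 (adjusted p = 0.0325) without control replicate 2. Glycolysis genes of this list follow cell density as well as oxygen, and neither was measured on these arrays.

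NF-kB inflammatory genes (22 of 27 tested) had means of 0.10, 0.02, 0.05, -0.03 and -0.39 in the same order (adjusted p = 0.064, 0.57, 0.414, 0.822 and 0.11). The NF-kB mean of compound 1 at 5 μM was 0.13 (adjusted p = 0.0234) without control replicate 2. Compared directly, siRNA-1 lay at -0.48 and -0.41 against compound 1 at 5 μM and compound 2 at 10 μM (adjusted p = 0.000548 and 0.0098, and 0.227 and 0.251 with the estimated correlation).

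Of the EMT genes that the paper measured by qPCR, the probes for CDH1 (E-cadherin), SNAI1 and ZEB1 were not detected in any group, so these arrays do not bear on them. TGFB2 was tested and had -0.52, -0.09, -0.46, -0.10 and -0.93 (adjusted p = 0.0709, 0.754, 0.0671, 0.705 and 0.000883). Compared directly, siRNA-1 lay at -0.41 and -0.84 against compound 1 at 5 μM and compound 2 at 10 μM (adjusted p = 0.0802 and 0.00211).

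Fatty acid synthesis genes (15 of 16 tested) had means of 0.17, 0.15, 0.30, 0.21 and 0.19 (adjusted p = 0.116, 0.281, 0.0109, 0.0667 and 0.11, and 0.33 at lowest with the estimated correlation). The fatty acid mean of compound 2 at 2 μM and siRNA-1 was 0.31 (adjusted p = 0.0439) and 0.29 (adjusted p = 0.0389) without control replicate 1. The fatty acid mean of compound 1 at 1 μM was 0.20 (adjusted p = 0.0199) without control replicate 2. The fatty acid mean of siRNA-1 was 0.27 (adjusted p = 0.0165) without its own replicate 1. Cholesterol synthesis genes (18 of 25) had -0.05, -0.11, -0.06, -0.09 and 0.03 (adjusted p = 0.716, 0.211, 0.516, 0.43 and 0.641; median 0.02 with compound 1 at 5 μM), and ribosomal protein genes (28 of 33) -0.06, -0.08, -0.09, -0.06 and -0.31 (adjusted p = 0.465, 0.176, 0.154, 0.43 and 4.94e-05, and 0.291 at lowest with the estimated correlation). Without replicate 1 of compound 2 at 10 μM the ribosomal mean of that group was -0.14 (adjusted p = 0.0316).

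Markers of other cells were few on these arrays. Of the basal breast list 4 of 18 genes were tested, with means of 0.25, 0.21, 0.24, 0.24 and -0.14 (adjusted p = 0.396, 0.57, 0.625, 0.447 and 0.509); of the MCF-7 markers 5 of 12, with 0.35, 0.36, 0.33, 0.36 and 0.51 (adjusted p = 0.064, 0.115, 0.153, 0.102 and 0.11); of the myeloid markers 2 of 12, with 0.37, 0.24, 0.10, 0.22 and -0.54 (adjusted p = 0.064, 0.279, 0.625, 0.292 and 0.275); and of the lung A549 markers 4 of 12, with 0.09, 0.22, 0.09, 0.02 and -0.51 (adjusted p = 0.821, 0.187, 0.466, 0.453 and 0.641; median -0.18 with compound 1 at 5 μM). The MCF-7 mean of compound 1 at 5 μM, compound 2 at 10 μM, compound 2 at 2 μM and siRNA-1 was 0.55 (adjusted p = 0.0238), 0.56 (adjusted p = 0.0407), 0.56 (adjusted p = 0.0423) and 0.71 (adjusted p = 0.0364) without control replicate 1. The MCF-7 mean of compound 2 at 2 μM was 0.46 (adjusted p = 0.0389) without its own replicate 1. The myeloid mean of compound 1 at 5 μM was 0.56 (adjusted p = 0.0278) without control replicate 1. The first principal component (33.9% of variance) set the siRNA-1 arrays apart, and the second (20.3%) the control arrays.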
